# Long non-coding RNAs and their potential function in response to postharvest senescence of *Sparassis latifolia* during cold storage

**DOI:** 10.1038/s41598-023-46744-2

**Published:** 2024-01-07

**Authors:** Mengting Weng, Di Zhang, Hongyu Wang, Chi Yang, Hongyi Lin, Yanfang Pan, Yanquan Lin

**Keywords:** Biochemistry, RNA

## Abstract

Long non-coding RNAs (lncRNAs) have been shown to play crucial roles in response to aging processes. However, how lncRNAs regulate postharvest senescence of *Sparassis latifolia* (*S. latifolia*) with oriented polypropylene (OPP) film packing during cold storage remains unclear. In this study, we performed RNA-seq using the fruiting bodies of *S. latifolia* stored at 4 ℃ for 0, 8, 16 and 24 days after harvest, and profiled the lncRNA and mRNA transcriptome, respectively. In total, 1003 putative lncRNAs were identified, and there were 495, 483 and 162 differentially expressed (DE) lncRNAs, and 3680, 3941 and 1870 differentially expressed mRNAs after 8, 16 and 24 days of storage, respectively, compared to 0 day of storage. Target genes of differentially expressed lncRNAs were found to significantly associate with carbon and energy metabolism, response to abiotic stimulus, amino acid biosynthesis and metabolism, and protein synthesis and transcription. In addition, DE-lncRNA-mRNA co-expression networks in response to aging stress were also constructed. Taken together, these results confirm the regulatory role of lncRNAs in postharvest senescence of *S. latifolia* and will facilitate for improving preservation method.

## Introduction

*Sparassis latifolia* (*S. latifolia*) Y.C. Dai et Z. Wang (Sparassidaceae, Polyporales, Agaricomycetes)^1^, also called cauliflower mushroom, exhibits therapeutic value mainly because of the high β-glucan content^2,3^. To 2021, the total fresh fruit production of *S. latifolia* has exceeded 25 tons/d in Chinese factories^4,5^. Fujian province is one of the main areas producing *S. latifolia*^5^. Fresh fruiting bodies of *S. latifolia* are sold all over the country under low temperature with OPP film packaging in a large part. Nevertheless, fruiting bodies will age even deteriorate with the prolonging of postharvest storage and transportation. To achieve the longer time storage and longer distance transportation, and maximum commercial value of *S. latifolia*, its necessary to understand internal mechanism of postharvest changes.

Postharvest senescence of mushroom is a complex process accompanying with water loss, texture softening, nutrition loss, browning, flavor changes, and microbial attack, which seriously reduces its commercial worth^6–8^. In terms of studies on the postharvest changes of mushrooms, a few technologies have been applied to explore the related pathways, proteins and genes, including genome and transcriptome sequencing, proteomic and metabolomic analysis^9,10^. Postharvest age-related signaling pathways of *Volvariella volvacea* mainly including protein synthesis and transcription, fatty acid biosynthesis and metabolism, amino acid biosynthesis and metabolism and energy metabolism have been found using proteomics study^11^. Using transcriptome sequencing, the genes such as cell wall-related enzymes involved in the loss of quality of *Lentinula edodes* postharvest fruiting bodies were predicted^9^. With the rapid development of RNA-seq library construction methods and high-throughput sequencing technology, more and more studies have unveiled that not only mRNAs but also long non-coding RNAs are engaged in a wide range of biological processes, such as controlling flowering period^12^, influence pollen development^13^, governing cotton fiber development^14^, as well as responding to stress-induced aging^15^.

Long non-coding RNAs (lncRNAs) are a class of transcripts that have more than 200 base pair and poor proteins coding potential, which were produced by RNA polymerases (Pol I, II, III, IV, and V) in plants^16–18^. According to their location relative to protein-coding genes, lncRNAs can be classified into antisense, intronic, promoter, and intergenic lncRNAs^19^. LncRNAs participate in important age-related signaling pathways via regulation the expression of target genes in cis or trans modes^20^. A large number of differentially expressed lncRNAs were identified, which target genes were coding proteins involved in age-related signaling pathways, like enzymes associated with cell wall degradation, lipid peroxidation, and secondary metabolism^21^. Some DE-lncRNAs, such as lncRNAs MSTRG.31014.21 and MSTRG.31014.36, which are possibly involved in flag leaf senescence of rice could regulate the abscisic-acid biosynthetic gene BGIOSGA025169 (OsNCED4) and BGIOSGA016313 (NAC family)^22^. LncRNA AT5G01595 might regulate the expression of FER1during leaf senescence in *Arabidopsis*^15^. Although lncRNAs have crucial functions and effects on the course of aging, the functions of lncRNAs in aging process of *S. latifolia* are not yet well validated during postharvest storage.

We have previously studied the physicochemical indexes, including the weight loss, color difference, total sugar, total protein, total phenol, β-glucan and ergosterol content of *S. latifolia* stored at 4 ℃ packed with OPP films, and found that the eighth day was an important time point^23^. So, in this study, four time points, namely 0, 8, 16 and 24 days, were selected for subsequent transcript analysis. We tried to investigate the roles of postharvest senescence-responsive lncRNAs in *S. latifolia*. Therefore, lncRNAs in *S. latifolia* were systematically identified for the first time, and differentially expressed lncRNAs as well as their target differentially expressed mRNAs at different storage times were obtained. Then, the function of differentially expressed target mRNAs was predicted. We also constructed lncRNA-mRNA coexpression networks, through which may find lncRNAs with active roles in postharvest senescence of *S. latifolia*. Overall, this study may verify role of lncRNAs in postharvest senescence and provide clues to prolong the fresh-keeping period of *S. latifolia*.

## Results

### Identification and characterization of lncRNAs and mRNAs

In the present study, RNA-seq of 12 *S. latifolia* samples were performed and obtained 68,936,558–111,554,056 clean reads (9.59–16.61 GB clean bases) with a Q30 of 92.28–94.22%. 

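Fruiting bodies of S. latifolia packed in OPP film were kept at 4 ℃, and 3 replicates each were frozen on day 0 (group A, fresh), day 8 (group B), day 16 (group C) and day 24 (group D), which gave 12 RNA-seq libraries. Ribosomal RNA was removed before library preparation, so transcripts without a poly(A) tail were kept, and the library kit preserves the strand. From the clean reads and the mapped share in Table 1, mapped reads numbered 64052849 to 72380099 (median 66463082) in group A, 67814430 to 88216947 (median 83612548) in group B, 64020918 to 96394262 (median 80883135) in group C and 49082829 to 62390263 (median 59253814) in group D. The authors aligned the trimmed reads with HISAT2, assembled transcripts and estimated FPKM per gene with StringTie, where FPKM is the number of read fragments divided by transcript length and by the mapped reads of the library. FPKM values and not read counts were used here, so the depth behind the value of a single gene is unknown. Table 1 lists more clean than raw reads for group B replicate 1 (111554056 against 110148518) and replicate 2 (92630010 against 92131416). The mapped reads of these libraries are therefore uncertain. Whether strand was used in the estimates is not given in the sources used here, so reads of an antisense lncRNA and of the gene opposite to it may not be separated.

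For the comparisons, FPKM was divided by a factor per library, 0.984 to 1.02, taken from the median ratio of the mRNAs to their geometric mean (scaled FPKM). The 10962 mRNAs and 1002 lncRNAs with an FPKM of at least 1 in at least 3 libraries were tested with limma on log2(scaled FPKM + 1), in one fit over all 12 libraries for each class of RNA. A gene was called differentially expressed (DE) at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. All log2 fold changes are on this scale, which understates the change of genes with low FPKM. The methods speak of 3 replicates at each time and do not name separate packages or fruiting bodies for them, so p-values measure the spread between these samples, which may be technical.

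Groups B and C lay together on the first principal component of the mRNA data, and groups A and D each lay apart. Principal component 1 held 49.6% of the variance and component 2 held 23.3%. On component 1, the libraries of groups B and C had scores of 44.8 to 53.7, those of group D -30.5 to -27.3, and group A replicates 1, 2 and 3 had -82.0, -53.2 and -72.4. Replicate 2 of group A therefore lay nearer to the stored fruiting bodies than the other two. On component 2, replicates 1 and 2 of group B (32.3 and 42.1) lay near group A (23.0 to 41.6) and its replicate 3 (-14.4) nearer to group C (-6.56 to 0.524). Over the 1002 lncRNAs tested, component 1 held 54.4% of the variance, with scores of 21.5 to 31.9 in groups B and C and -41.4 to -30.2 in group A. Replicates 1, 2 and 3 of group D had -12.9, -7.66 and -32.3, so that on this component the third lay among the fresh libraries. Across mRNAs, Pearson's r was 0.946 to 0.969 for pairs of a group B and a group C library. For pairs of a group A and a group B library it was 0.761 to 0.828. Within groups the r of the mRNAs was 0.894 to 0.957 in group A and 0.917 to 0.975 in group B. It was 0.966 to 0.979 in group C and 0.970 to 0.976 in group D, and genes are not independent replicates. Replicate 3 of group B had an mRNA r of 0.917 and 0.927 with the other replicates of its group and of 0.946 to 0.955 with group C. Across lncRNAs, r was 0.906 to 0.934 for pairs of a group B and a group C library. Within groups A, B, C and D it was 0.854 to 0.897, 0.912 to 0.950, 0.931 to 0.948 and 0.828 to 0.934. Replicate 3 of group D had an lncRNA r of 0.857 and 0.828 with the other replicates of its group.

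**Figure D1:**
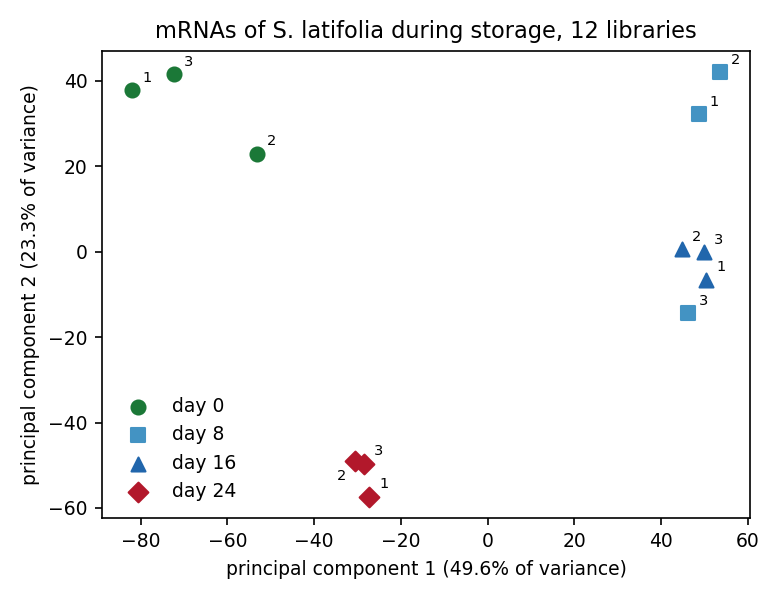
Principal components 1 and 2 of log2(scaled FPKM + 1) of the 10962 mRNAs tested, with the share of variance on each axis. Each point is a library, coloured and shaped by day of storage and numbered by replicate. The day 8 and day 16 libraries lie at 44.8 to 53.7 on component 1 and the day 24 libraries at -30.5 to -27.3.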

There were 71.20–90.25% of the clean reads in each library mapped to the *S. latifolia* reference genome, of which the unique alignment rates ranged from 56.21 to 85.38%. The detailed information of RNA-seq was shown in Table 1.

**Table 1:** The detailed information of RNA sequencing.

Groups	sample	Raw reads	Clean reads	Clean bases	Error rate (%)	Q20 (%)	Q30 (%)	GC content (%)	Total mapped (%)	Uniquely mapped (%)
Group A (0 day)	S_latifolia0_1	81,673,678	80,341,990	10,981,199,997	0.0266	97.35	92.74	53.86	90.09	84.4
	S_latifolia0_2	76,240,266	75,006,300	10,346,303,204	0.0266	97.34	92.74	53.36	88.61	83.3
	S_latifolia0_3	71,432,626	70,972,686	9,886,480,429	0.0271	97.12	92.28	53.58	90.25	85.38
Group B (8 day)	S_latifolia8_1	110,148,518	111,554,056	16,606,619,798	0.0251	97.78	94.22	51.31	79.08	60.26
	S_latifolia8_2	92,131,416	92,630,010	13,775,812,603	0.0252	97.83	94.14	53.46	73.21	56.21
	S_latifolia8_3	110,305,723	106,147,706	15,594,698,808	0.0253	97.68	94.08	50.69	78.77	64.81
Group C (16 day)	S_latifolia16_1	119,577,055	110,177,462	15,867,147,223	0.0252	97.79	94.16	52.29	87.49	82.15
	S_latifolia16_2	98,227,591	92,713,360	13,497,287,889	0.0251	97.79	94.3	50.88	87.24	82.21
	S_latifolia16_3	78,099,419	72,966,626	10,546,011,508	0.0261	97.35	93.32	52.49	87.74	82.53
Group D (24 day)	S_latifolia24_1	79,223,008	78,099,136	10,762,177,065	0.0268	97.27	92.57	53.16	75.87	67.59
	S_latifolia24_2	74,215,258	73,443,512	10,171,642,562	0.027	97.16	92.35	53.19	84.95	71.71
	S_latifolia24_3	69,988,408	68,936,558	9,588,239,519	0.0269	97.2	92.43	53.17	71.2	57.68

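More lncRNAs were detected in fresh fruiting bodies than after 8 or 16 days of storage. In group A, 989 to 999 lncRNAs per library had an FPKM above 0 (median 991, n = 3), against 825 to 853 in group B (median 851, n = 3) and 821 to 876 in group C (median 862, n = 3). In group D the number was 950 in replicate 1, 914 in replicate 2 and 995 in replicate 3. Of all lncRNAs, 744 were above 0 in every one of the 12 libraries. A set of 88 lncRNAs was listed at 0 in all 6 libraries of groups B and C, and 84 to 88 of these were above 0 in each library of group A. In group D, 46 of the 88 were above 0 in replicate 1, 22 in replicate 2 and 85 in replicate 3. A value listed at 0 is an estimate without a read count here, so it does not show that a transcript was absent, and no test was run on these numbers.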

1003 lncRNAs were identified, which were all identified as novel lncRNAs because of lacking of lncRNA information for *S. latifolia*. In addition, we classified these lncRNAs into four classes: 389 intergenic lncRNAs (38.78%), 372 antisense lncRNAs (37.09%), 23 intronic/exon lncRNAs (2.29%), and 219 overlapping lncRNAs (21.83%) (Fig. 1A).

**Figure 1:**
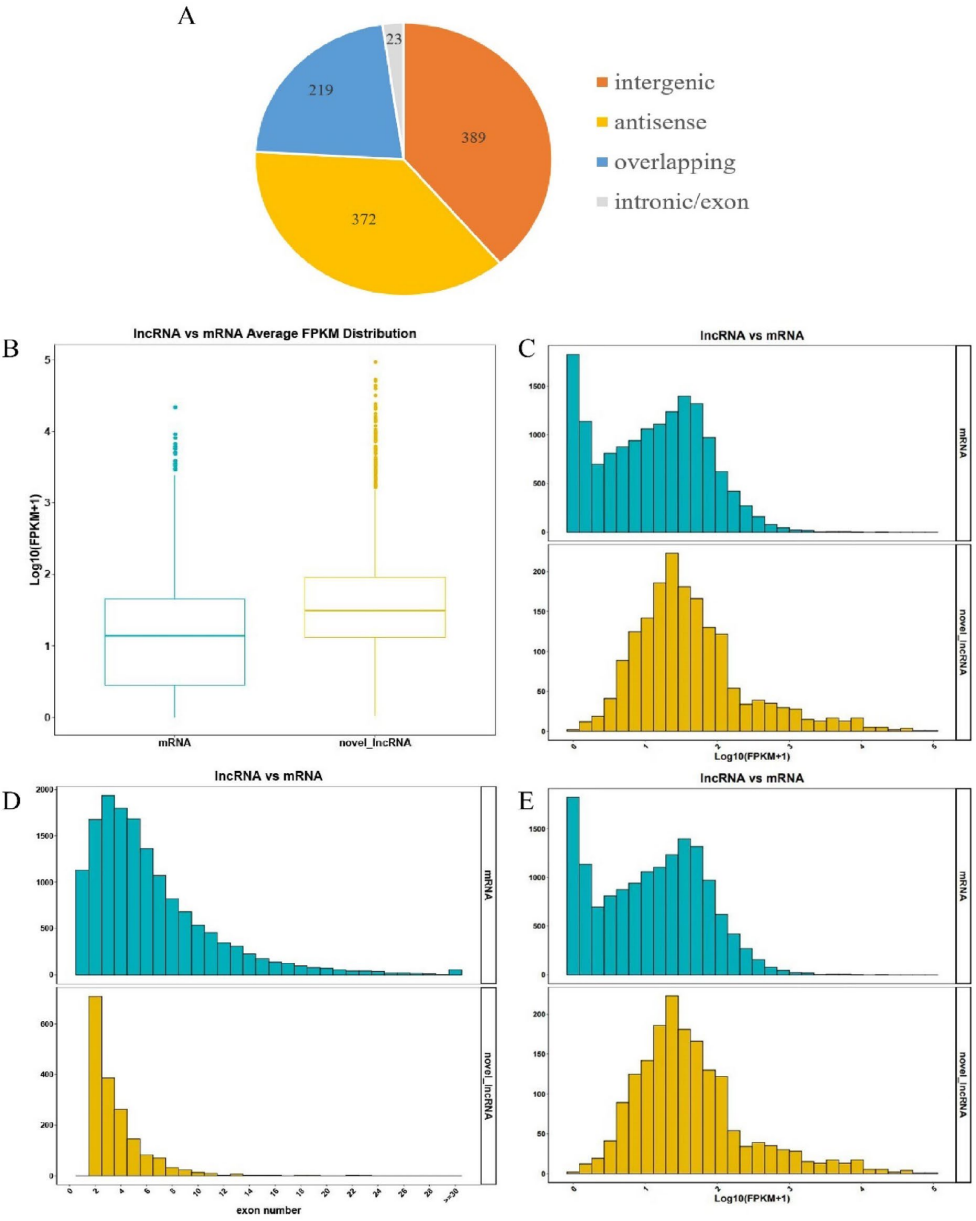
Classification and characterization of the identified lncRNAs. (**A**) Composition of multiple types of lncRNAs (**B**), (**C**) Expression of lncRNAs and mRNAs (**D**) Distribution diagram of exon (**E**) Distribution diagram of transcript length.

To unravel the correlation between lncRNAs and mRNAs involved in the senescence, we also identified 13,103 mRNAs in this study. 

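The mRNAs followed the same order as the lncRNAs, with the most detected in fresh fruiting bodies. Group A had 12636 to 12886 mRNAs above 0 per library (median 12660, n = 3), group B 11005 to 11056 (median 11010, n = 3) and group C 10956 to 11061 (median 11024, n = 3). Group D had 11480 in replicate 1, 11133 in replicate 2 and 12789 in replicate 3. In all, 10743 mRNAs were above 0 in every library and 78 in none. A set of 1860 mRNAs was listed at 0 in all libraries of groups B and C. In group A, 78.4% to 90.6% of this set was above 0, at median FPKM values of 0.186, 0.253 and 0.475 in replicates 1, 2 and 3. In group D the share above 0 was 22.8% in replicate 1, 5.97% in replicate 2 and 85.8% in replicate 3. Only 136 mRNAs of the set passed the filter for the tests, and no test was run on the numbers detected.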

The mRNAs identified in this study had more exons than lncRNAs. Most lncRNAs had fewer than 15 exons, but a part of mRNAs had more than thirty exons. In addition, most lncRNAs had shorter transcript length compared with mRNAs. However, the highly expressed lncRNAs were more than mRNAs (Fig. 1B–E).

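LncRNAs had the higher typical level in every library. In group A the median FPKM was 33.3 ± 0.423 for lncRNAs and 15.7 ± 0.175 for mRNAs (SD, n = 3). In group B the medians were 31.3 ± 2.35 and 16.3 ± 0.295, in group C 31.6 ± 2.28 and 16.6 ± 0.253, and in group D 33.6 ± 3.18 and 15.6 ± 0.348 (lncRNAs and mRNAs in turn, SD, n = 3 each). Over the 12 libraries the lncRNA median was 2.02 times the mRNA median, with a range of 1.76 to 2.31 (mean log2 difference 1.01 ± 0.112, SD, n = 12; two-sided exact sign-flip permutation test, p = 0.000488, the smallest that 4096 flips allow). An FPKM of at least 100 was reached by 19.1% to 27.4% of the lncRNAs per library and by 9.31% to 12.6% of the mRNAs. By number, 192 to 275 lncRNAs and 1220 to 1654 mRNAs per library reached it, since far more mRNAs are listed. At an FPKM of at least 1000 there were 24 to 47 lncRNAs and 43 to 90 mRNAs per library. The lncRNAs were taken from transcripts assembled from these same reads. Of the 1003 lncRNAs, 1 fell below the filter for the tests, against 2141 of the 13103 mRNAs. How the lists were made can therefore raise the lncRNA median. The permutation test shows only that libraries measured on the same lists agree.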

### Differential expression analysis of lncRNAs and mRNAs

We performed DE analyses between the storage groups and the fresh groups using FPKM. Based on the criteria of |log2FoldChange|≥ 1 and FDR < 0.05, there were 495, 483, 162 DE-lncRNAs and 3680, 3941, 1870 DE-mRNAs in group B, group C, and group D compared to group A, respectively. Both group B and group C showed more numbers of DEGs than group D. Moreover, except for lncRNA in group D, downregulated genes of mRNA and lncRNA in group A and group B were higher than upregulated genes (Fig. 2A).

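Among mRNAs DE in the same direction in all 3 stored groups, with a mean FPKM of at least 10 and no overlap between stored and fresh libraries, the largest mean rise was that of EVM0007363, whose product is not named in the tables used here. Its scaled FPKM was 7.29 ± 5.57 on day 0, 2632 ± 2001 on day 8, 9046 ± 3076 on day 16 and 3754 ± 903 on day 24 (mean ± SD, n = 3 each). The log2 fold changes against day 0 were 8.36, 10.40 and 9.16 (standard error 0.725; limma adjusted p 8.52e-06, 3.41e-06 and 7.8e-05). The largest fall was that of EVM0000097, from 314 ± 92.4 on day 0 to 3.44 ± 2.95 on day 8, 3.20 ± 1.44 on day 16 and 15.1 ± 3.61 on day 24 (n = 3 each). Its log2 fold changes were -6.33, -6.24 and -4.27 (standard error 0.451; limma adjusted p 3.54e-06, 3.77e-06 and 0.000242), and between day 8 and day 24 it rose again by 2.06 (limma adjusted p = 0.00406). Among lncRNAs, XLOC_004061 rose most, with a mean log2 fold change of 3.54 over the 3 comparisons, and XLOC_013704 fell most. XLOC_013704 had a scaled FPKM of 163 ± 94.7 on day 0, values of 3.13, 2.87 and 0 in the replicates of day 8, 6.02 ± 5.90 on day 16 and 10.4 ± 6.97 on day 24 (n = 3 each). These are log2 fold changes of -5.81, -4.64 and -3.83 (standard error 0.776; limma adjusted p 0.000208, 0.000679 and 0.00937), and the call on day 24 was lost with a pseudocount of 0.1 (adjusted p = 0.0655).

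Of the 10962 mRNAs tested, 3339 were DE in group B, 3436 in group C and 1475 in group D against group A, at an adjusted p under 0.05 from limma and a log2 fold change of at least 1. Of the 1002 lncRNAs tested, 499 were DE in group B, 471 in group C and 103 in group D. The lncRNA count of group D depended on single libraries and on the normalization: it was 44 without group D replicate 1, 62 without group A replicate 1, 224 without group D replicate 3 and 222 with quantile normalization.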

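Few genes were DE between groups B and C when compared directly, while many were between group D and each of them. No mRNA was DE between group C and group B by limma (537 at an unadjusted p under 0.05), and 4 lncRNAs were, of which XLOC_000109, XLOC_000570 and XLOC_006755 were higher in group C and XLOC_012387 was lower (named after their values were seen). Against group B, group D had 2590 DE mRNAs (1419 higher, 1171 lower) and 368 DE lncRNAs (232 higher, 136 lower). Against group C, it had 2035 DE mRNAs (1053 higher, 982 lower) and 268 DE lncRNAs (166 higher, 102 lower). Read error rates in Table 1 were 0.0251 to 0.0261 in groups B and C and 0.0266 to 0.0271 in groups A and D. For the differences of group D from groups B and C, read quality and day of storage therefore cannot be told apart. Without group B replicate 3, 28 mRNAs and 11 lncRNAs were DE between groups C and B. Without any 1 of the group C replicates 2 lncRNAs were. Quantile normalization gives all libraries the same distribution within each class of RNA, which by itself evens out higher and lower numbers. With quantile normalization the excess of higher over lower lncRNAs turned around, to 128 higher and 140 lower in group D against group B and 106 and 109 against group C, as did that of mRNAs against group C (983 higher, 988 lower).

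Against group A, fallen lncRNAs outnumbered risen ones in group B (169 up, 330 down) and group C (168 up, 303 down). In group D 56 rose and 47 fell, but 77 rose and 147 fell without group D replicate 3, and 22 rose and 22 fell without replicate 1. The mRNAs numbered 1494 up and 1845 down in group B, 1602 up and 1834 down in group C, and 730 up and 745 down in group D, where the larger number changed with the setting, for example to 772 up and 714 down without scaling and 658 up and 560 down with only 2 groups in the fit. The median log2 fold change over all lncRNAs tested was -0.40 in group B, -0.33 in group C and -0.08 in group D. Of the lncRNAs that fell in group B, 82 belong to the 88 listed at 0 in all libraries of groups B and C, as do 121 of the fallen mRNAs to the corresponding mRNA set. The excess of falls among mRNAs in group C turned around with a filter at a mean FPKM of at least 5 (1532 up, 1476 down). Quantile normalization gives all libraries the same distribution within each class of RNA, which by itself draws the median change to 0. It therefore cannot decide whether more genes fell than rose. The main scaling, by the median ratio of the mRNAs, also holds their median change near 0 (-0.02 in each of groups B, C and D). For mRNAs the main numbers therefore cannot decide it either, and those of lncRNAs are relative to the mRNAs. With quantile normalization the lncRNA medians were 0.04, 0.00376 and -0.02 and the excess of falls in groups B and C turned around, to 206 lncRNAs up and 168 down in group B and 204 up and 166 down in group C, and to 1698 mRNAs up and 1613 down in group B and 1762 up and 1652 down in group C.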

**Figure 2:**
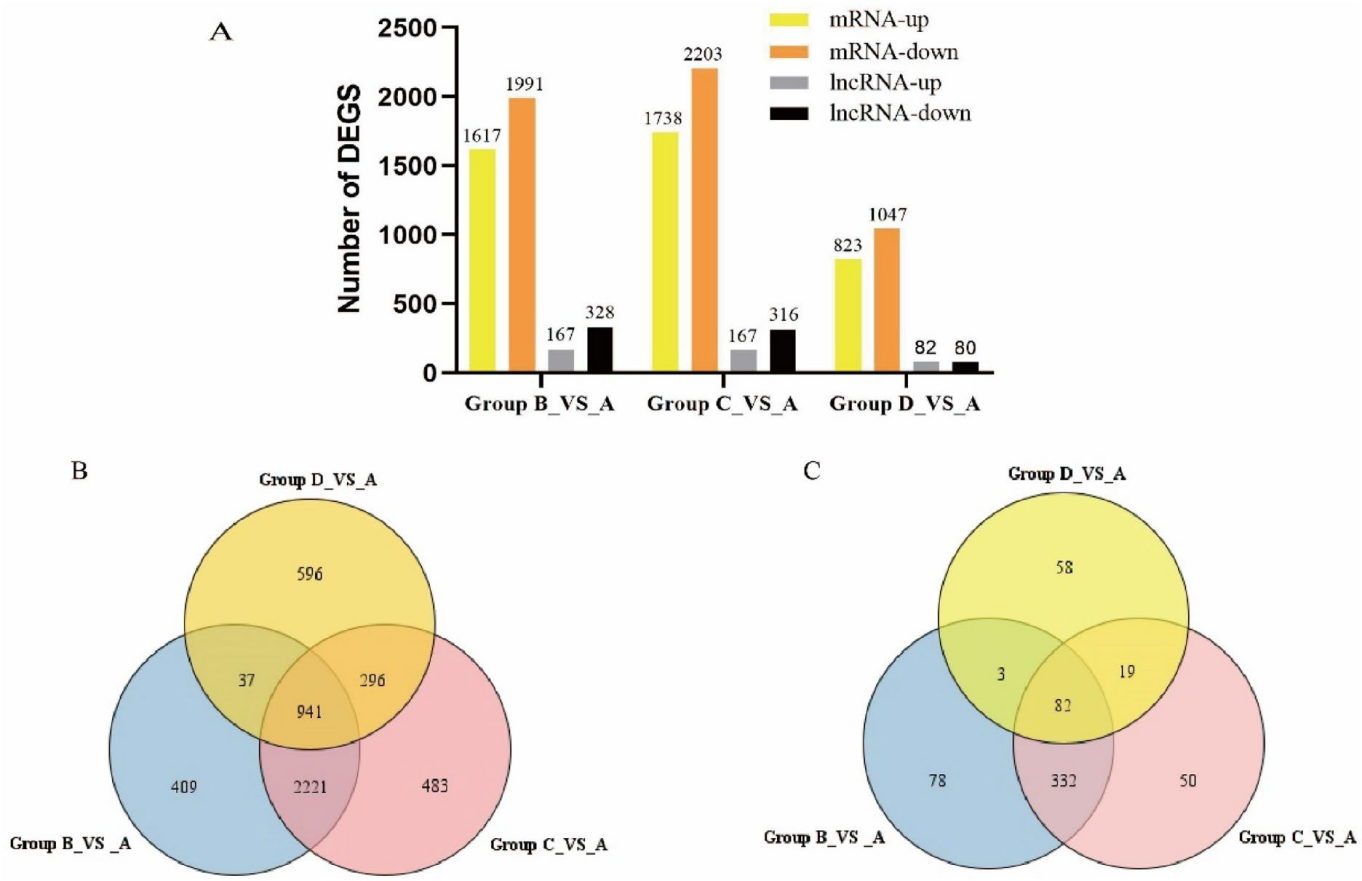
Number of differentially expressed lncRNAs and mRNAs and Venn diagram showing the number of overlapping DE-lncRNAs and DE-mRNAs in three groups. (**A**) DE-lncRNAs and DE-mRNAs (**B**) Venn diagram of mRNAs. (**C**) Venn diagram of lncRNAs.

Thereafter, we performed Venn analyses for the DE lncRNAs and DE mRNAs of three groups. 

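A large part of the genes that changed by day 8 were also changed by day 16. Between groups B and C, 2852 DE mRNAs were shared, all with the same direction, and 401 DE lncRNAs, 400 of them with the same direction. In all 3 comparisons, 777 mRNAs and 52 lncRNAs were DE by limma. Of the 777 mRNAs, 316 rose throughout and 447 fell throughout, and of the 52 lncRNAs, 25 rose and 26 fell throughout. Lists of these sizes drawn independently would share 14.5 risen and 21.0 fallen mRNAs in all 3 comparisons, and 1.58 risen and 4.68 fallen lncRNAs. For groups B and C alone, independent lists would share 218 risen and 309 fallen mRNAs, and 28.3 risen and 99.8 fallen lncRNAs. Unchanged groups simulated 20 times against the same fresh libraries called 0 mRNAs and at most 1 lncRNA in a comparison, so their overlap of 0 does not show how far shared controls raise the overlap of long lists. Since 3 control libraries cannot be split into sets of 2, part of the excess may come from the shared controls. The common lncRNAs numbered 24 without group D replicate 1, 30 without group A replicate 1, 34 without group D replicate 2, 162 without group D replicate 3 and 113 with quantile normalization. The common mRNAs numbered 1204 without group A replicate 2.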

We found 82 common lncRNAs and 941 common mRNAs differentially expressed throughout nearly the entire postharvest storage (Fig. 2B,C). Of 82 DE common lncRNAs, thirty-three were upregulated and forty-seven were downregulated. 

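XLOC_003962 and XLOC_008798 were lower on days 8 and 16 than on day 0, and higher on day 24 than on days 8 and 16. The scaled FPKM of XLOC_003962 was 253 ± 82.0 on day 0, 47.1 ± 27.1 on day 8, 50.7 ± 10.2 on day 16 and 516 ± 87.4 on day 24 (mean ± SD, n = 3 each). It fell on days 8 and 16 (log2 fold changes -2.53 and -2.26, standard error 0.415; limma adjusted p 0.000601 and 0.00123). On day 24 its log2 fold change against day 0 was 1.07 (adjusted p = 0.0907 from limma), which passed only without group B replicate 2 (adjusted p = 0.0409). The scaled FPKM of XLOC_008798 was 11.5 ± 3.45 on day 0, 2.53 ± 0.778 on day 8, 2.50, 0 and 3.85 in the replicates of day 16, and 32.6 ± 13.3 on day 24 (n = 3 each). Its log2 fold changes were -1.81 and -2.25 on days 8 and 16 (standard error 0.597; limma adjusted p 0.0215 and 0.00817) and 1.39 on day 24 (adjusted p = 0.121 from limma). Compared directly, day 24 was above day 8 for both lncRNAs, by 3.60 and 3.20 on the log2 scale (limma adjusted p 9.16e-05 and 0.00145), and above day 16 by 3.33 and 3.64 (limma adjusted p 0.000201 and 0.000978). For XLOC_008798 the fall on day 8 was lost without group A replicate 3 (adjusted p = 0.0763), without group B replicate 2 (adjusted p = 0.0631) and with a pseudocount of 0.1 (adjusted p = 0.132). With quantile normalization its log2 fold changes were 0.48, -0.14 and 2.63 (limma adjusted p 0.503, 0.849 and 0.00637), so that it was called on day 24 alone.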

The other two lncRNAs (XLOC_003962, XLOC_008798) were downregulated in group B and group C but were upregulated in group D. Of 941 DE common mRNAs, three hundred and seventy-six were upregulated, and five hundred and fifty were downregulated. Among the remaining 15 DE common mRNAs, 14 were downregulated in group B and group C, and upregulated in group D, while 1 was upregulated in group B and group C, and downregulated in group D.

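Genes that changed in opposite directions were few. Of the DE mRNAs common to the 3 groups, 12 fell in groups B and C and rose in group D, and 2, EVM0011031 and EVM0012645, rose in groups B and C and fell in group D. Of the common DE lncRNAs, only XLOC_000570 changed direction, with a fall in group B and a rise in groups C and D. These 3 genes were named after their values were seen. Another 463 mRNAs and 30 lncRNAs were DE in group D alone among the 3 comparisons, and a gene not called in a group is not shown to be unchanged there.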

### Differential expression of lncRNAs target gene predicition

The cis- and trans-targets of the DE-lncRNAs in group B, C and D were predicted, respectively. Next, we focused on co-identified DE-lncRNAs in all three groups and forecasted the cis- and trans-targets of these DE-lncRNAs. We identified 205 lncRNA-mRNA pairs, which lncRNAs acted in cis with mRNA. Among the 205 lncRNA-mRNA pairs, there were 93 positive correlated pairs, 102 negative correlated pairs, and 10 overlapping pairs. For the trans-targets of co-identified DE-lncRNAs, 12,257 lncRNA-mRNA pairs were identified.

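The common DE lncRNAs had many mRNAs whose FPKM rose and fell with theirs. Between the 52 common lncRNAs and the 4386 mRNAs DE in at least 1 group, 15616 of 228072 pairs had a Pearson's r of 0.85 or more over the 12 libraries, and 3672 had a negative r of that size. Searched over all 10962 mRNAs tested, 19773 pairs reached 0.85, and over the 777 common DE mRNAs 6360 did. When the libraries of the lncRNAs were permuted 100 times, the number of pairs had a median of 82 and a maximum of 9219, below the observed number each time, but both classes were chosen as DE against the same fresh libraries, so an excess over permuted libraries was set by that choice. On component 1 of the mRNAs, groups A and D each lay apart from groups B and C. Much of a correlation over all libraries can therefore come from the differences between groups. Over the 9 stored libraries 7661 pairs reached 0.85, and after the mean of each group was taken from the values 7234 did. With FPKM, the groups with a wide spread weigh most in the latter number. With Spearman's rho in place of Pearson's r, 7733 pairs reached 0.85.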

### Gene ontology (GO) analysis of DE-lncRNAs target gene

GO analysis of the DE-target mRNAs regulated in cis by DE-lncRNAs enriched 165, 198, 235 significantly terms (*P* < 0.05) in group B, C, and D, respectively. 217, 225 and 393 significantly GO terms (*P* < 0.05) in group B, C, and D were enriched across the DE-target mRNAs regulated in trans by DE-lncRNAs. These GO terms were classified into three different groups as biological process, molecule function and cellular component. These GO terms with a high generatio and a p value of less than 0.05 in three groups were shown (Fig. 3A,B). As showed in the Fig. 3A,B, we found that the main biological processes in group B and C included peptide metabolic and biosynthetic process, and translation. While in group D, the main biological processes were small molecule metabolic process, carbohydrate metabolic process and alcohol metabolic process. Response to abiotic stimulus was enriched throughout the entire postharvest storage.

**Figure 3:**
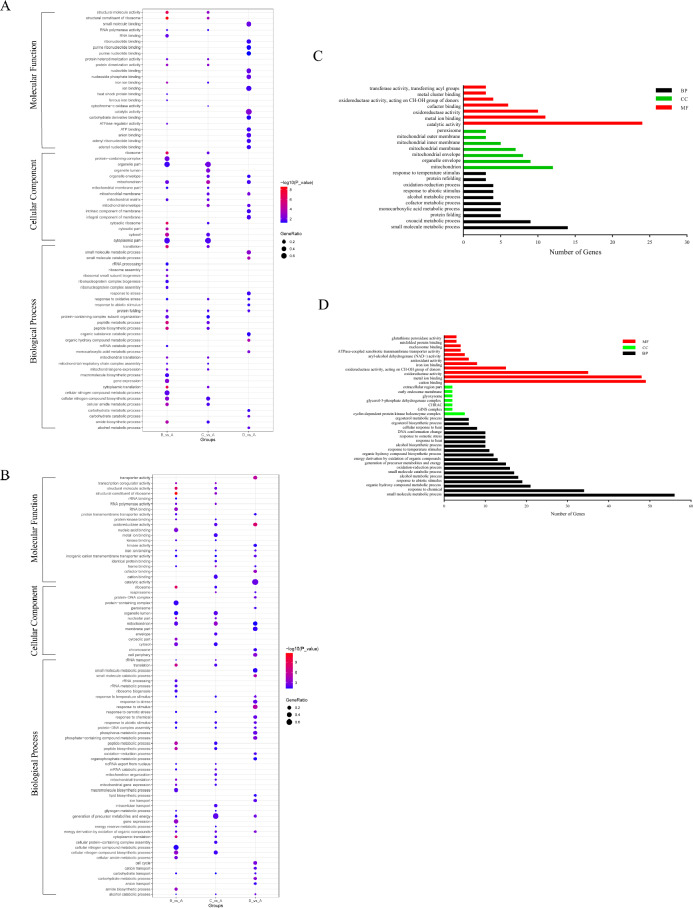
GO analysis of differentially expressed target mRNAs of DE-lncRNAs. (**A**) GO analysis of the DE-target mRNAs regulated in cis by DE-lncRNAs (**B**) GO analysis of the DE-target mRNAs regulated in trans by DE-lncRNAs (**C**) GO analysis of the DE-target mRNAs regulated in cis by co-identified DE-lncRNAs (**D**) GO analysis of the DE-target mRNAs regulated in trans by co-identified DE-lncRNAs.

Go analysis of the DE-target mRNAs regulated in cis by co-identified DE-lncRNAs in union three groups enriched 155 significantly terms (*P* < 0.05). These terms included 70 biological processes, 56 molecular functions, and 29 cellular components and primarily involved in catalytic activity, small molecule metabolic process and response to stimulus. We identified 265 GO terms significantly enriched across the DE-target mRNAs regulated in trans by co-identified DE-lncRNAs in union three groups. These terms included 179 biological processes, 60 molecular functions, and 26 cellular components. Among 265 GO terms, the pathways including alcohol metabolic process, oxidoreductase activity, response to abiotic stimulus, and ergosterol metabolic process may play a crucial role in postharvest senescence of *S. latifolia* (Fig. 3C,D).

### KEGG pathway analysis of DE-lncRNAs target genes

We performed KEGG enrichment analysis of DE-lncRNAs target genes for three groups (B, C, D) (Fig. 4A,B). The DE-target mRNAs of DE-lncRNAs regulated in cis were enriched in 95, 100, and 67 KEGG pathways in group B, C and D, respectively. The results showed that three pathways including ribosome, oxidative phosphorylation, and purine metabolism were significantly enriched in group B; five pathways including tryptophan metabolism, oxidative phosphorylation, phagosome, ribosome, and homologous recombination were significantly enriched in group C; twelve pathways were significantly enriched in group D including pyruvate metabolism, glycerolipid metabolism, arginine biosynthesis, etc. (*P* < 0.05). We also performed KEGG analysis of the DE-target mRNAs regulated in trans by DE-lncRNAs. The results showed 107 pathways were enriched in group B, four of which including ribosome, lysine degradation, purine metabolism, tryptophan metabolism was significantly enriched. 100 pathways were enriched in group C, eight of which including ribosome, lysine degradation, purine metabolism etc. were significantly enriched. 93 pathways were enriched in group D, 19 of which including biosynthesis of antibiotics, glycolysis gluconeogenesis, biosynthesis of secondary metabolites, pyruvate metabolism etc. were significantly enriched.

**Figure 4:**
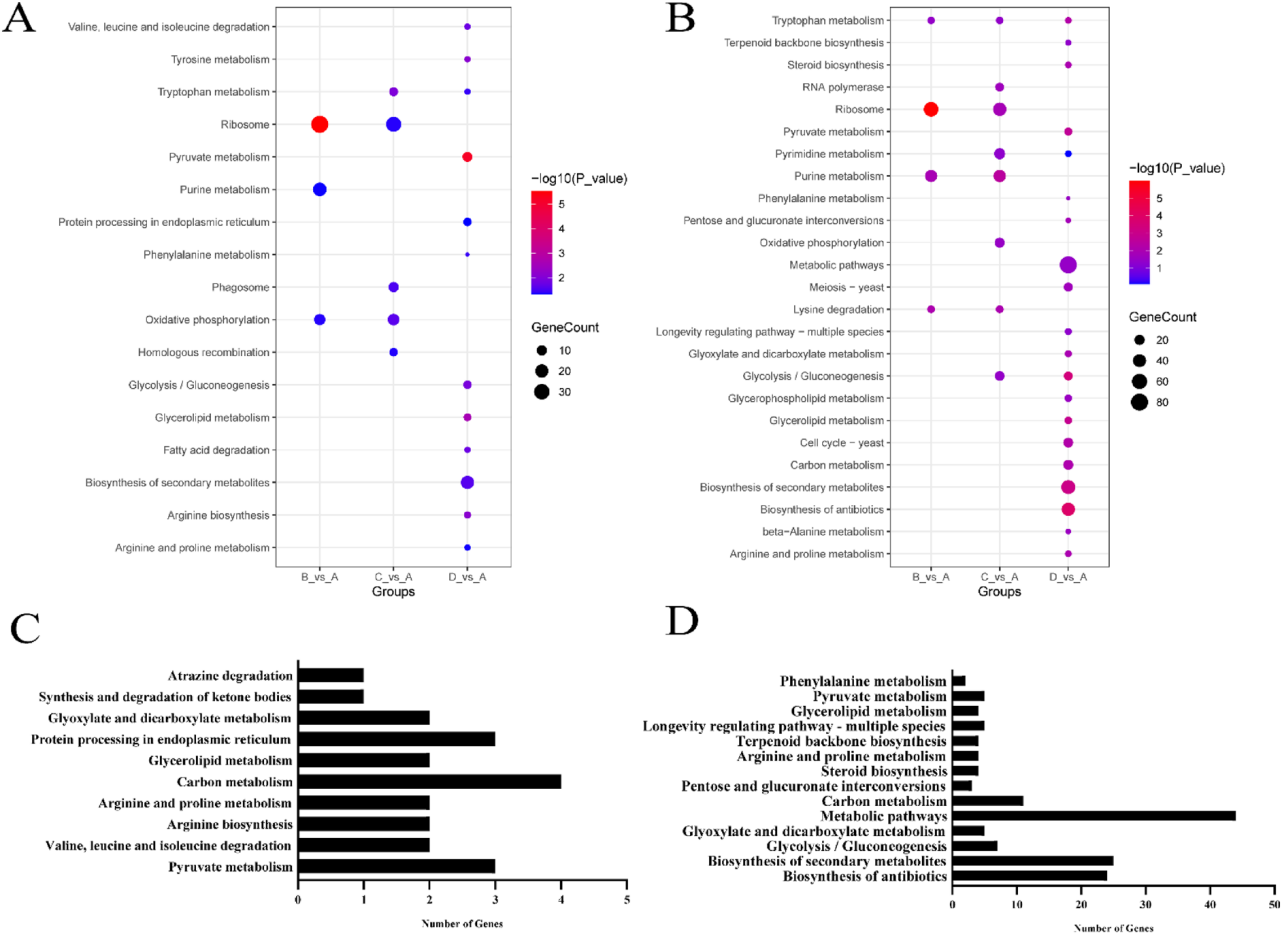
KEGG analysis of differentially expressed target mRNAs of DE-lncRNAs. (https://www.genome.jp/kegg/pathway.html) (**A**) KEGG analysis of the DE-target mRNAs regulated in cis by DE-lncRNAs (**B**) KEGG analysis of the DE-target mRNAs regulated in trans by DE-lncRNAs (**C**) KEGG analysis of the DE-target mRNAs regulated in cis by co-identified DE-lncRNAs (**D**) KEGG analysis of the DE-target mRNAs regulated in trans by co-identified DE-lncRNAs.

Meanwhile, we also performed KEGG enrichment analysis of co-identified DE-lncRNAs target genes. The DE-target mRNAs regulated in cis by co-identified DE-lncRNAs in union three groups enriched 11 significantly terms (*P* < 0.05). The DE-target mRNAs regulated in trans by co-identified DE-lncRNAs in union three groups enriched 14 significantly terms. These terms mainly included carbon metabolism, amino acid metabolism and pyruvate metabolism (Fig. 4C,D).

### LncRNA-mRNA interaction network

The possible regulatory network interactions were forecasted in this study. We analyzed the DE-lncRNAs and DE-mRNAs from union three groups involved in ergosterol biosynthetic and metabolic process, oxidoreductase activity, alcohol metabolic process etc. pathways and constructed their networks (Fig. 5). We found that 11 lncRNAs interacted with 3 mRNAs in the oxidoreductase activity pathway (Fig. 5A), while 36 lncRNAs interacted with 6 mRNAs in the ergosterol metabolic process pathway (Fig. 5B).

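Where they were called, the lncRNAs that Table 2 links to genes of ergosterol synthesis and energy metabolism moved in the same direction as those genes. Of the 33 lncRNAs listed for ERG25, ERG4, ERG13 and ERG3, 32 fell on day 8, 33 on day 16 and 19 on day 24 by limma, and none rose. Of the 18 listed for PK, PDC, ADH1, FDH and GPDH, which serve glycolysis, fermentation and redox metabolism, 17, 18 and 14 rose and none fell. In all, 62 lncRNAs are listed in Table 2, of which 34 were DE in all 3 comparisons and 61 in at least 1. All 118 trans pairs of Table 2 had an r of at least 0.85 over the 12 libraries, which is the criterion by which they were chosen. Neither these r values nor the direction in which the trans lncRNAs of any gene of Table 2 moved is therefore independent evidence. Over the 9 stored libraries 9 of the pairs reached 0.85, and 46 did after group means were removed. With FPKM, the groups with a wide spread weigh most in the latter count. For ERG4 the SD was 78.4 on day 0 and 8.49, 1.33 and 3.40 in storage, so its pairs there reflect mostly the fresh libraries. With log2(scaled FPKM + 1) in place of FPKM 64 pairs reached 0.85, and with Spearman's rho 27. On day 24 the number of Table 2 lncRNAs called was 38, against 15 without group D replicate 1, 22 without group A replicate 1 and 58 with quantile normalization.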

**Figure 5:**
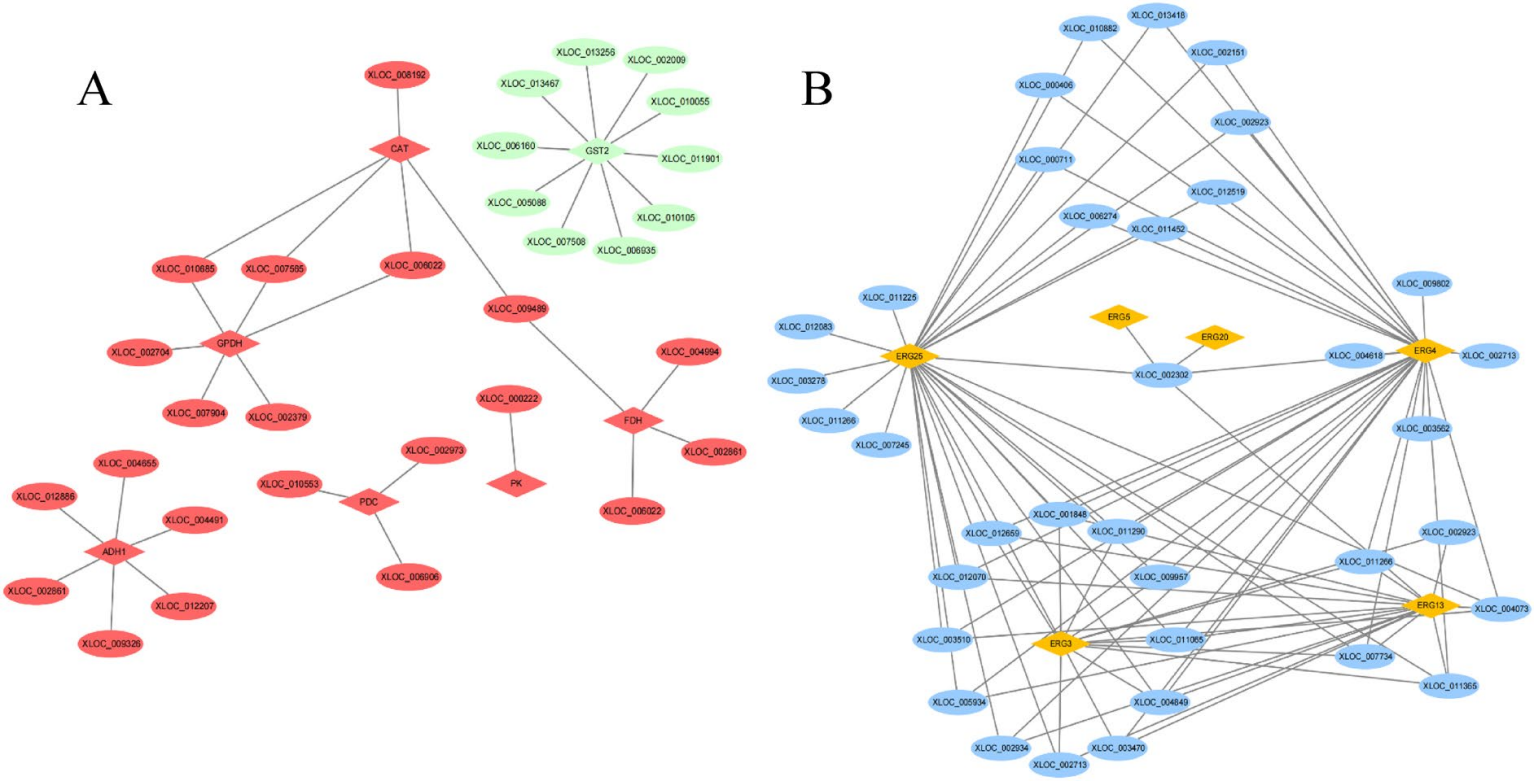
Interaction network between DE-lncRNAs and DE-mRNAs.

### Validation of DE-lncRNAs and mRNAs by RT-qPCR

To validate the high-throughput sequencing results, six lncRNAs (XLOC_002934, XLOC_003506, XLOC_004061, XLOC_011327, XLOC_002861, XLOC_008354) and six mRNAs (EVM0000111, EVM000013078, EVM0001829, EVM0006666, EVM0006175, EVM0005628) were selected to analyze the expression levels using RT-qPCR (Fig. 6). The results showed that the expression patterns of chosen DE-lncRNAs and DE-mRNAs were consistent with RNA-seq. XLOC_002934, XLOC_003506, EVM0000111, EVM000013078 and EVM0005628 were all down-regulated at 8, 16, and 24 days. 

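These genes had lower FPKM in the stored than in the fresh fruiting bodies. The scaled FPKM of EVM0013078, which the text writes as EVM000013078, was 268 ± 59.3 on day 0, 36.9 ± 25.8 on day 8, 22.8 ± 6.47 on day 16 and 18.1 ± 3.98 on day 24 (mean ± SD, n = 3 each). On the log2 scale it changed by -3.02, -3.51 and -3.82 (standard error 0.402; limma adjusted p 0.000133, 5.21e-05 and 0.000241). EVM0005628 had 219 ± 69.6 on day 0, 43.2 ± 8.25 on day 8, 47.9 ± 3.67 on day 16 and 78.8 ± 9.23 on day 24, with log2 fold changes of -2.27, -2.11 and -1.41 (standard error 0.244; limma adjusted p 3.36e-05, 5.6e-05 and 0.00292). The lncRNA XLOC_002934, which Table 2 links to the ergosterol genes, had 67.4 ± 29.9 on day 0, 12.2 ± 6.10 on day 8, 8.78 ± 1.72 on day 24, and 2.13, 3.79 and 0 in the replicates of day 16. The log2 fold changes of this lncRNA were -2.38, -4.70 and -2.73 (standard error 0.594; limma adjusted p 0.00548, 0.000131 and 0.0132). XLOC_003506 had 41.0 ± 19.6 on day 0, 15.2 ± 5.26 on day 8, 6.22 ± 3.64 on day 16 and 4.09 ± 0.872 on day 24, with log2 fold changes of -1.32, -2.61 and -2.96 (standard error 0.522; limma adjusted p 0.0466, 0.00207 and 0.00459). EVM0000111 also fell in all 3 groups by limma. The day 24 call of XLOC_002934 was lost without group A replicate 1 (adjusted p = 0.0615), without group D replicate 1 (adjusted p = 0.0537) and with a pseudocount of 0.1 (0.108, and 0.0781 on day 8). The day 8 call of XLOC_003506 was lost without any 1 of group A replicate 1 or 2, group B replicate 1 or 2, group C replicate 1 or group D replicates 1 to 3, at adjusted p values of 0.055 to 0.183, and with quantile normalization (0.187), a pseudocount of 0.1 (0.0783) or the replicate number as a block (0.0658).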

XLOC_004061, XLOC_011327, XLOC_002861, XLOC_008354, EVM0006175, EVM0006666 and EVM0001829 were all up-regulated at 8, 16, and 24 days. These results confirmed the reliability of the RNA-seq sequencing data.

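In the RNA-seq data, XLOC_004061, EVM0001829, EVM0006666 and EVM0006175 rose in all 3 stored groups. The scaled FPKM of XLOC_004061 was 71.9 ± 2.57 on day 0, 1191 ± 184 on day 8, 1501 ± 127 on day 16 and 351 ± 74.9 on day 24 (mean ± SD, n = 3 each), with log2 fold changes of 4.02, 4.36 and 2.25 (standard error 0.222; limma adjusted p 1.36e-07, 5.08e-08 and 0.000116). From day 8 to day 24 it fell by 1.77 on the log2 scale, and from day 16 to day 24 by 2.11 (limma adjusted p 0.000143 and 9.32e-05). EVM0001829 had 15.3 ± 1.10 on day 0, 101 ± 21.5 on day 8, 106 ± 4.05 on day 16 and 42.7 ± 4.56 on day 24, with log2 fold changes of 2.63, 2.71 and 1.42 (limma adjusted p 2.33e-06, 2.19e-06 and 0.000487), and it too fell from day 8 to day 24, by 1.21 (limma adjusted p = 0.000267). EVM0006666 had 39.0 ± 1.96 on day 0, 117 ± 13.5 on day 8, 139.9 ± 12.4 on day 16 and 85.9 ± 15.0 on day 24, with log2 fold changes of 1.55, 1.82 and 1.11 (limma adjusted p 3.6e-05, 1.47e-05 and 0.00156), the last of which was 0.97 without group D replicate 2. EVM0006175 had 88.8 ± 16.8 on day 0, 310.4 ± 79.7 on day 8, 407 ± 51.3 on day 16 and 215 ± 13.2 on day 24, with log2 fold changes of 1.78, 2.19 and 1.28 (limma adjusted p 9.73e-05, 2.66e-05 and 0.00315).

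XLOC_011327 rose on days 8 and 16, and its day 24 change lay below a log2 fold change of 1. Its scaled FPKM was 130.0 ± 34.4 on day 0, 457 ± 66.6 on day 8, 443 ± 46.5 on day 16 and 239 ± 40.4 on day 24 (n = 3 each). The log2 fold changes were 1.83, 1.79 and 0.90 (limma adjusted p 0.000208, 0.000234 and 0.0359), and that of day 24 was 1.04 without group A replicate 3 and 1.01 without group D replicate 3. XLOC_002861, which Table 2 links to FDH and ADH1, had 2554 ± 741 on day 0, 7253 ± 5857 on day 8, 11636 ± 814 on day 16 and 17446 ± 9758 on day 24 (n = 3 each), with log2 fold changes of 1.25, 2.22 and 2.64 (standard error 0.598; limma adjusted p 0.093, 0.00853 and 0.0151). It was called on days 16 and 24, on day 8 with quantile normalization (adjusted p = 0.0121), and not on day 24 without group D replicate 1 (adjusted p = 0.0679). XLOC_008354 had 472 ± 79.4 on day 0, 1329.6 ± 1290.4 on day 8, 1168 ± 249 on day 16 and 2633 ± 1077 on day 24 (n = 3 each), with log2 fold changes of 1.07, 1.29 and 2.39 (standard error 0.547; limma adjusted p 0.116, 0.0643 and 0.0151), and was called on day 24 alone. Its day 24 call was lost without group D replicate 1 (adjusted p = 0.0714), and its day 8 change ranged from 0.31 without group B replicate 3 (adjusted p = 0.52) to 1.56 without replicate 2 (adjusted p = 0.0355), which was called. On day 16 it was called without group B replicate 2 (adjusted p = 0.0437) or replicate 3 (0.00824), with quantile normalization (0.0193), with only 2 groups in the fit (0.00505) and with the replicate number as a block (0.0425). Group B replicate 3 stood apart for XLOC_002861 and XLOC_008354, at 13999 and 2816 against 3459.6 and 4300.0 for the former and 492 and 682 for the latter in the other replicates, and without it the day 8 change of XLOC_002861 was 0.63 (adjusted p = 0.33). Of the 12 genes chosen for RT-qPCR, 10 were DE on day 8, 11 on day 16 and 11 on day 24 by limma, in the direction of Fig. 6. The paper describes the chosen genes as DE in these libraries, so their calls are not independent evidence. These counts cover only the direction against day 0. Fig. 6 shows XLOC_004061 and EVM0001829 highest on day 24, while their mean scaled FPKM was highest on day 16.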

**Figure 6:**
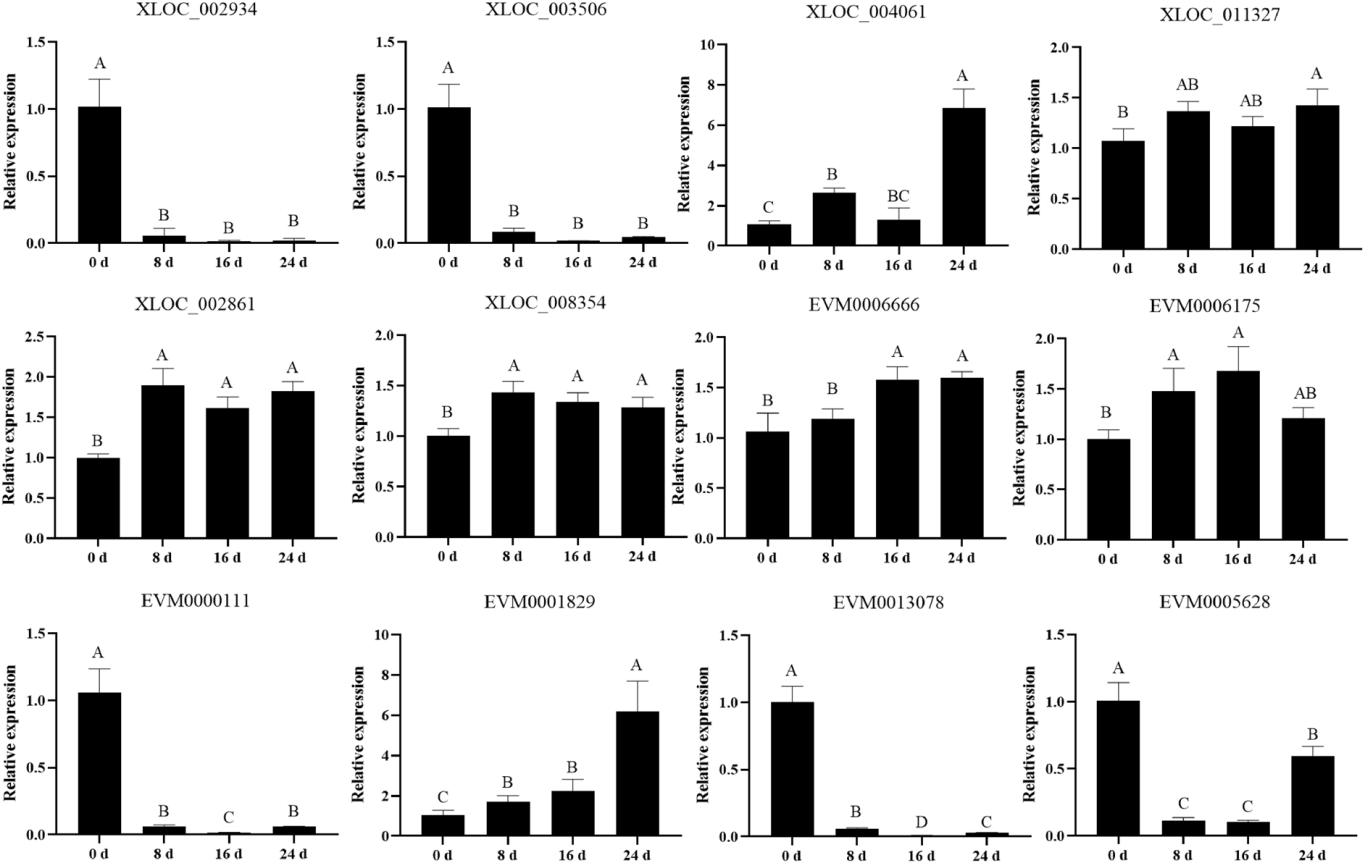
RT-qPCR validation of differentially lncRNAs and mRNAs.

## Discussion

No matter plants, crops or mushrooms, they would suffer from oxidative stress^24^, deficient energy^25^, and microbial attack^26^ after harvest. It's reported that when plants progress into the stage of senescence, they usually initiate stress-resistant mechanism^27^. Increasing evidence suggests that lncRNAs are contribute to both biotic and abiotic stresses resistance^16,28,29^. So, many lncRNAs have been identified in human, animal, plants, and crops, and the regulatory mechanisms have been explored^20,30^. For example, DE-lncRNAs were identified as responses to thermal and hypoxic stresses in sea cucumber^31^. A few DE-lncRNAs were also identified in tomato roots which respond positively to salt stress ^32^. However, what is not yet clear in the importance of lncRNAs in postharvest senescence of *S. latifolia*. As far as we know, information concerning the lncRNAs expression data and function in *S. latifolia* remains lacking. This is the first systematic identification of lncRNAs in *S. latifolia*. *S. latifolia* is a good model fungal species because of its special growth characteristics and economic value^33^. LncRNAs of *S. latifolia* have fewer exon numbers and shorter lengths than mRNAs which were in agreement with previous studies on tomato^32^, peanut^34^ and arabidopsis^15^. Meanwhile, these lncRNAs have a remarkable characteristic in this study that the highly expressed lncRNAs were more than mRNAs. This characteristic may suggest lncRNAs have crucial roles in stresses resistance in *S. latifolia* and need to be investigated.

We identified DE-lncRNAs and DE-mRNAs between the fresh and storage groups, and there were 82 common DE-lncRNAs and 941 common DE-mRNAs throughout nearly the entire postharvest storage. In this study, some of these DE-lncRNAs and their target genes have been confirmed to play essential roles in aging process. LncRNAs regulated their target genes expression through a cis- or trans-mediated process. We performed functional analyses of these target genes (Figs. 3 and 4). The results of GO and KEGG pathway analyses could help us to understand the mechanisms of postharvest senescence of *S. latifolia.* Numerous age-related genes and pathways of *Volvariella volvacea* were screened using GO and KEGG analyses in different storage period^11^. In this study, some of the same aged-related pathways were found. Amino acid biosynthesis and metabolism, such as “valine, leucine and isoleucine degradation”, “arginine and proline metabolism”, “phenylalanine metabolism”, and “arginine biosynthesis” were significantly enriched. Protein synthesis and transcription, such as “protein processing in endoplasmic reticulum”, “ribosome” and “protein folding” were significantly enriched. Energy metabolism, such as “carbon metabolism”, “NADH oxidation”, “mitochondrion” and “ATPase-coupled xenobiotic transmembrane transporter activity” were significantly enriched. Other age-related pathways, such as “alcohol metabolic process”, “oxidation–reduction process”, “cellular response to stress”, and “ergosterol metabolic process” were also significantly enriched. We sorted out some key genes and corresponding lncRNAs (Table 2) in the pathway to discuss below.

**Table 2:** Long non-coding RNAs (lncRNAs) and lncRNA target genes that are associated with postharvest senescence.

Gene_id	Gene_indentification	Cis-lncRNAs	Trans-lncRNAs
EVM0012176	Formate dehydrogenase (FDH)	XLOC_002861	XLOC_006022, XLOC_009489, XLOC_004994
EVM0007108	Alcohol dehydrogenase 1 (ADH1)		XLOC_004491, XLOC_004655, XLOC_002861, XLOC_012207, XLOC_012886, XLOC_009326
EVM0009327	Pyruvate decarboxylase (PDC)		XLOC_010553, XLOC_006906, XLOC_002973
EVM0011998	catalase (CAT)		XLOC_008192, XLOC_007565, XLOC_010685, XLOC_009489, XLOC_006022
EVM0000573	Glutathione S-transferase 2 (GST2)		XLOC_005088, XLOC_007508, XLOC_013467, XLOC_006935, XLOC_010055, XLOC_010105, XLOC_006160, XLOC_002009, XLOC_011901, XLOC_013256
EVM0008918	Glycerol-3-phosphate dehydrogenase (GPDH)		XLOC_002379, XLOC_006022, XLOC_007904, XLOC_002704, XLOC_010685, XLOC_007565
EVM0009831	Pyruvate kinase (PK)		XLOC_000222
EVM0000111	Methylsterol monooxygenase (ERG25)		XLOC_011266, XLOC_004073, XLOC_011365, XLOC_007734, XLOC_011065, XLOC_004849, XLOC_003470, XLOC_002713, XLOC_002934, XLOC_002923, XLOC_005934, XLOC_003510, XLOC_012519, XLOC_012070, XLOC_011452, XLOC_012659, XLOC_006274, XLOC_001848, XLOC_011290, XLOC_000711, XLOC_009957, XLOC_000406, XLOC_007245, XLOC_010882, XLOC_003278, XLOC_012083, XLOC_013418, XLOC_011225, XLOC_002151
EVM0003490	Delta(24(24(1)))-sterol reductase (ERG4)		XLOC_002713, XLOC_004073, XLOC_003470, XLOC_012659, XLOC_011065, XLOC_005934, XLOC_002934, XLOC_007734, XLOC_011266, XLOC_012070, XLOC_004849, XLOC_003510, XLOC_000711, XLOC_006274, XLOC_011365, XLOC_002923, XLOC_012519, XLOC_011452, XLOC_010882, XLOC_000406, XLOC_013418, XLOC_001848, XLOC_003562, XLOC_002151, XLOC_011290, XLOC_004618, XLOC_009957, XLOC_009802
EVM0005394	Hydroxymethylglutaryl-CoA synthase (ERG13)	XLOC_002302	XLOC_002923, XLOC_011266, XLOC_002713, XLOC_012659, XLOC_004073, XLOC_004849, XLOC_003470, XLOC_012070, XLOC_007734, XLOC_011065, XLOC_011365, XLOC_005934, XLOC_002934, XLOC_001848, XLOC_003510
EVM0012147	Delta(7)-sterol 5(6)-desaturase (ERG3)		XLOC_002923, XLOC_011266, XLOC_011290, XLOC_001848, XLOC_004849, XLOC_012659, XLOC_004073, XLOC_011065, XLOC_007734, XLOC_002713, XLOC_009957, XLOC_011365

Pyruvate kinase (PK) is one of the rate-limiting enzymes of glycolysis that catalyzes the final reaction of phosphoenolpyruvate (PEP) and ADP to pyruvate and ATP^35^. High expression of PK would contribute to pyruvate accumulation which could protect fungal cells from ROS damage under heat stress^36^. The product pyruvate feeds into a series of metabolism pathways like ethanol fermentation under hypoxic stress. 

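Pyruvate kinase (PK, EVM0009831) and the lncRNA XLOC_000222 both rose during storage. The scaled FPKM of PK was 1035 ± 303 on day 0, 3004 ± 122 on day 8, 3726 ± 1151 on day 16 and 3876 ± 957 on day 24 (mean ± SD, n = 3 each). Its log2 fold changes against day 0 were 1.57, 1.83 and 1.91 (standard error 0.454; limma adjusted p 0.0144, 0.00642 and 0.0133). The differences between the stored groups, 0.07 to 0.34 on the log2 scale, did not pass the test (limma adjusted p 0.586 to 1). XLOC_000222 had 22.1 ± 6.24 on day 0, 53.4 ± 4.22 on day 8, 73.9 ± 22.0 on day 16 and 61.4 ± 10.8 on day 24 (n = 3 each), with log2 fold changes of 1.27, 1.69 and 1.46 (standard error 0.307; limma adjusted p 0.00463, 0.00115 and 0.0109). Their pairing in Table 2 rests on an r of at least 0.85 over the 12 libraries, which was reached neither over the 9 stored libraries alone nor after group means were removed. The day 8 call of PK was lost when only 2 groups were fitted (adjusted p = 0.0687), and its day 24 call without group D replicate 1 (0.055) or replicate 3 (0.063). The day 24 call of XLOC_000222 was lost without group D replicate 1 (adjusted p = 0.0537).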

In postharvest storage of *S. latifolia*, PK was significantly induced, 1 lncRNAs (XLOC_000222) might mediate carbohydrate metabolic process by trans-regulating PK expression. Alcohol dehydrogenase (ADH) and pyruvate decarboxylase (PDC) are key enzymes in ethanol fermentation. PDC decomposed pyruvate to acetaldehyde. ADH reduced acetaldehyde to ethylalcohol. It’s reported that ADH and PDC play important roles in responding to senescence stress^37^. When the oxygen was consumed to a relatively low level in the OPP film, *S. latifolia* would maintain its energy demand by alcohol fermentation. 

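Both enzymes of ethanol fermentation rose in storage. The scaled FPKM of PDC (EVM0009327), which makes acetaldehyde from pyruvate, was 84.7 ± 52.9 on day 0, 758 ± 224 on day 8, 701 ± 249 on day 16 and 289 ± 55.8 on day 24 (mean ± SD, n = 3 each). Its log2 fold changes against day 0 were 3.28, 3.13 and 1.91 (standard error 0.429; limma adjusted p 0.000121, 0.00016 and 0.0102). On day 24 it was below its level on day 8 and day 16, by log2 fold changes of -1.36 and -1.22 (limma adjusted p 0.0259 and 0.0483). The difference from day 16 did not pass when adjusted over the list alone (limma adjusted p = 0.0782 over PK, PDC, ADH1, FDH and GPDH). ADH1 (EVM0007108), which reduces acetaldehyde to ethanol, had 108 ± 120.5 on day 0, 985 ± 583 on day 8, 3321 ± 364 on day 16 and 3382 ± 1281 on day 24 (n = 3 each). Its log2 fold changes were 3.61, 5.52 and 5.49 (standard error 0.686; limma adjusted p 0.00137, 8.71e-05 and 0.00056), and day 24 was above day 8 by 1.88 (limma adjusted p = 0.0488). In group A, replicate 2 had the highest values of both, 145 for PDC against 45.8 and 63.4, and 247 for ADH1 against 29.1 and 49.0. Of the 6 lncRNAs that Table 2 gives for ADH1, 5 rose on day 8 and 6 on days 16 and 24 by limma, and of the 3 for PDC, 3, 3 and 2 rose. None of these pairs reached an r of 0.85 over the 9 stored libraries, and after group means were removed 3 of the 6 with ADH1 and none with PDC did.

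**Figure D2:**
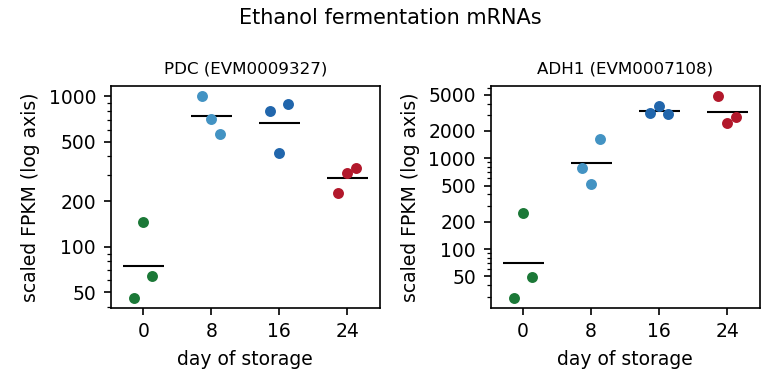
Scaled FPKM, on a log axis, of PDC and ADH1 by day of storage. Points are libraries, 3 per day, and horizontal lines are geometric means. ADH1 lies at 29.1 to 247 on day 0 and at 2435 to 4839 on day 24.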

ADH1 (EVM0007108) and PDC (EVM0009327) were both up-regulated throughout the entire postharvest storage and could be regulated by 6 (XLOC_004491, XLOC_004655, XLOC_002861, XLOC_012207, XLOC_012886 and XLOC_009326) and 3 lncRNAs (XLOC_010553, XLOC_006906, XLOC_002973) in trans, respectively. This suggested that these 9 lncRNAs might play a role in alcohol metabolic process pathway by targeting ADH1 and PDC under senescence stress. Formate dehydrogenases (FDH) are a group of enzymes that catalyze the oxidation of formate to carbon dioxide, which are also involved in energetic metabolism and pathways related to stress response^38^. The FDH activity increased significantly with increasing copper concentrations to help cotton scope with copper toxicity^39^. Under hypoxic stress, FDH activity is significantly increased in the potato tubers^40^. FDH (EVM0012176), which was cis-regulated by 1 lncRNAs (XLOC_002861) and trans-regulated by 3 lncRNAs (XLOC_006022, XLOC_009489, XLOC_004994), was significantly up-regulated during the entire postharvest storage of *S. latifolia.* This indicated that FDH could be induced under low oxygen condition to supply *S. latifolia* with additional energy.

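FDH was higher than on day 0 on all 3 days of storage. Its scaled FPKM was 61.7 ± 61.9 on day 0, 562 ± 521 on day 8, 613 ± 108 on day 16 and 552 ± 123 on day 24 (mean ± SD, n = 3 each), with log2 fold changes of 3.16, 3.72 and 3.56 (standard error 0.705; limma adjusted p 0.00367, 0.00133 and 0.00564). No difference between the stored groups passed the test (limma, log2 differences of -0.16 to 0.56, adjusted p 0.676 to 1). The replicates of group B were spread widely, at 377, 159 and 1151, and group A replicate 2, at 133, stood above the other two at 26.0 and 26.0. Of the 4 lncRNAs paired with FDH, 3 rose on day 8, 4 on day 16 and 3 on day 24 by limma. Of the 3 trans pairs, none reached an r of 0.85 over the 9 stored libraries and 1 did after group means were removed, and the cis pair with XLOC_002861, which needed no correlation to be listed, did not reach it over the 12 libraries.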

Reactive oxygen species (ROS) are produced during postharvest storage, which can damage proteins, DNA, and lipids, resulting in senescence^41^. Scavenging ROS is important for organism and there are antioxidant mechanisms in cell including enzymatic and non-enzymatic reactions^42^. Superoxide dismutase (SOD), catalase (CAT), and glutathione s-transferase (GST) are main enzymes in enzymatic reaction, and biomarkers of oxidative stress^43^. In this study, higher level of GST 2 (EVM0000573) and CAT (EVM0011998), which were trans-regulated by 10 lncRNAs (XLOC_005088, XLOC_007508, XLOC_013467, XLOC_006935, XLOC_010055, XLOC_010105, XLOC_006160, XLOC_002009, XLOC_011901, XLOC_013256) and 5 lncRNAs (XLOC_008192, XLOC_007565, XLOC_010685, XLOC_009489, XLOC_006022), respectively, were accumulated during the entire postharvest storage. This means that these 15 lncRNAs might be involved in antioxidant activity pathway through transaction on GST 2 and CAT.

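CAT rose in storage, and GST2 fell. CAT (EVM0011998), which breaks down hydrogen peroxide, had a scaled FPKM of 8.88 ± 2.63 on day 0, 90.4 ± 95.5 on day 8, 52.4 ± 11.5 on day 16 and 58.7 ± 41.5 on day 24 (mean ± SD, n = 3 each). This gave log2 fold changes of 2.73, 2.45 and 2.39 (standard error 0.641; limma adjusted p 0.00493, 0.00864 and 0.0225). GST2 (EVM0000573), a glutathione S-transferase, had 429.7 ± 332 on day 0, 21.0 ± 3.07 on day 8, 25.5 ± 11.3 on day 16 and 43.6 ± 6.79 on day 24 (n = 3 each), with log2 fold changes of -3.98, -3.79 and -2.97 (standard error 0.483; limma adjusted p 7.21e-05, 0.000102 and 0.00209). All 9 stored libraries lay below the lowest fresh library for GST2, whose fresh values were 339.8, 798 and 151, the highest in replicate 2. Of the 5 lncRNAs paired with CAT, 5 rose on days 8 and 16 and 2 on day 24 by limma, and of the 10 paired with GST2, 7, 8 and 5 fell. Over the 9 stored libraries, 5 of the 5 pairs with CAT reached an r of 0.85 and none of the 10 with GST2 did. After group means were removed, 5 and 6 did. For GST2 the latter rests mostly on the fresh libraries, whose SD was 332 against 3.07 to 11.3 in storage. The study chose both genes on these samples, so their calls, which are the same 1 up and 1 down when adjusted over the list alone, are not independent evidence. The day 24 call of CAT was lost without group A replicate 1 (adjusted p = 0.06), group D replicate 1 (0.0925) or group D replicate 3 (0.0546), and its group B values were 39.1, 31.5 and 201.

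**Figure D3:**
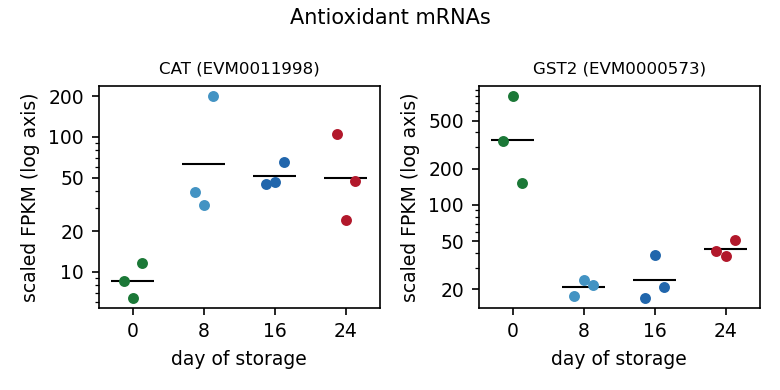
Scaled FPKM, on a log axis, of CAT and GST2 by day of storage. Points are libraries, 3 per day, and horizontal lines are geometric means. GST2 lies at 151 to 798 on day 0 and at 17.0 to 51.1 in the stored libraries.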

Glycerol-3-phosphate dehydrogenase (GPDH) gene family are widely known to be involved in response to various stresses in different species^44–47^. 

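Glycerol-3-phosphate dehydrogenase (GPDH, EVM0008918), which links glycolysis to glycerol and the redox state of NADH, rose from a low level. Its scaled FPKM was 6.99 ± 2.65 on day 0, 48.7 ± 31.7 on day 8, 54.9 ± 11.7 on day 16 and 34.8 ± 4.19 on day 24 (mean ± SD, n = 3 each), with log2 fold changes of 2.51, 2.84 and 2.21 (standard error 0.374; limma adjusted p 0.000286, 0.000125 and 0.0026). Of the 6 lncRNAs that Table 2 lists for it, 6 rose on days 8 and 16 and 3 on day 24 by limma, and 2 of the pairs reached an r of 0.85 over the 9 stored libraries and 5 after group means were removed.

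Together with PK, PDC, ADH1 and FDH, GPDH makes a list of 5 mRNAs of energy metabolism and fermentation, of which 5 rose and none fell on each of the 3 days by limma (5 when adjusted over the list alone). The median log2 fold change of the list was 3.16, 3.13 and 2.21 on days 8, 16 and 24. The study chose the list on these samples, so its direction is not independent evidence. Against all other mRNAs the list was higher by camera with a preset correlation of 0.01 (adjusted p 0.00204, 0.00145 and 0.000119), and not with an estimated correlation (adjusted p = 0.158 on each day). The rotation test fry gave adjusted p values of 0.000272, 0.000268 and 0.000272 for a change of the list in one direction.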

The expression of GPDH (EVM0008918) was significantly induced and predicted to be trans-targeted by 6 lncRNAs (XLOC_002379, XLOC_006022, XLOC_007904, XLOC_002704, XLOC_010685, XLOC_007565) during the entire postharvest storage of *S. latifolia.* GPDH were involved in multiple metabolic pathways such as alcohol metabolic process, NADH metabolic process, energy derivation by oxidation of organic, oxidation–reduction process, cellular carbohydrate metabolic process and so on. This also indicated that GPDH could help to supply energy and maintain redox balance.

In addition to these, ergosterol biosynthesis and metabolism are very important in adaptation to stress^48^. For example, the decrease in ergosterol abundance is an adaptive response to hyperosmotic and oxidative stress^49^. Usually, ergosterol in fungi is synthesized through many highly conserved steps that many biosynthetic enzymes are involved^50,51^. Thus, one of the ways to regulate of ergosterol biosynthetic (ERG) is feedback inhibition of enzymes^48^. 

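Ergosterol is the main sterol of fungal membranes, and the mRNAs of 6 enzymes of its synthesis fell in all 3 stored groups. ERG25 (EVM0000111), a methylsterol monooxygenase, had a scaled FPKM of 502 ± 236 on day 0, 71.1 ± 3.65 on day 8, 63.5 ± 3.80 on day 16 and 121 ± 20.9 on day 24 (mean ± SD, n = 3 each). The resulting log2 fold changes were -2.66, -2.82 and -1.92 (standard error 0.332; limma adjusted p 8.91e-05, 6.34e-05 and 0.00292). ERG3 (EVM0012147), a sterol desaturase, went from 171 ± 98.1 on day 0 to 20.2 ± 3.48, 16.4 ± 2.81 and 28.2 ± 11.9 on days 8, 16 and 24, with log2 fold changes of -2.84, -3.12 and -2.44 (standard error 0.420; limma adjusted p 0.000275, 0.000143 and 0.00284). ERG4 (EVM0003490), a sterol reductase, went from 133 ± 78.4 to 26.4 ± 8.49, 18.7 ± 1.33 and 19.2 ± 3.40, with log2 fold changes of -2.10, -2.52 and -2.50 (standard error 0.452; limma adjusted p 0.00294, 0.000941 and 0.00366). ERG13 (EVM0005394), a hydroxymethylglutaryl-CoA synthase early in the pathway, went from 289 ± 193 to 60.3 ± 14.2, 45.3 ± 10.1 and 49.3 ± 12.3, with log2 fold changes of -1.90, -2.30 and -2.19 (standard error 0.545; limma adjusted p 0.0141, 0.00503 and 0.0162). EVM0000659 had log2 fold changes of -1.34, -1.33 and -1.72 (limma adjusted p 0.00944, 0.00943 and 0.00684) and EVM0004880 had -1.59, -1.93 and -2.27 (limma adjusted p 0.0159, 0.00586 and 0.00695).

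All 6 mRNAs fell and none rose on each day by limma (6 when adjusted over the list alone), with median log2 fold changes of -2.00, -2.41 and -2.23. The study chose the list on these samples, so its direction is not independent evidence. In group A, replicate 2 had the lowest value of every member, for example 231 for ERG25 against 661 and 614, and 70.8 for ERG13 against 355 and 440.0, while ERG13 reached 75.6 in group B replicate 3. Against other mRNAs the list was lower by camera with a preset correlation (adjusted p 0.00225, 0.00153 and 0.000111). The calls were lost with an estimated correlation (camera adjusted p 0.201, 0.201 and 0.158). For a change of the list in one direction, the rotation test fry gave adjusted p values of 0.00131, 0.000982 and 0.00131. Calls on day 8 were lost without group A replicate 1 or replicate 3 for ERG13 (adjusted p 0.057 and 0.0584) and EVM0004880 (0.0643 and 0.0605), and with only 2 groups in the fit for ERG13 (0.0647), EVM0000659 (0.0597) and EVM0004880 (0.0706). The day 24 call of ERG13 was lost without group A replicate 1 (adjusted p = 0.0629) or replicate 3 (0.0563), without group D replicate 2 (0.06) and with only 2 groups in the fit (0.0717).

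**Figure D4:**
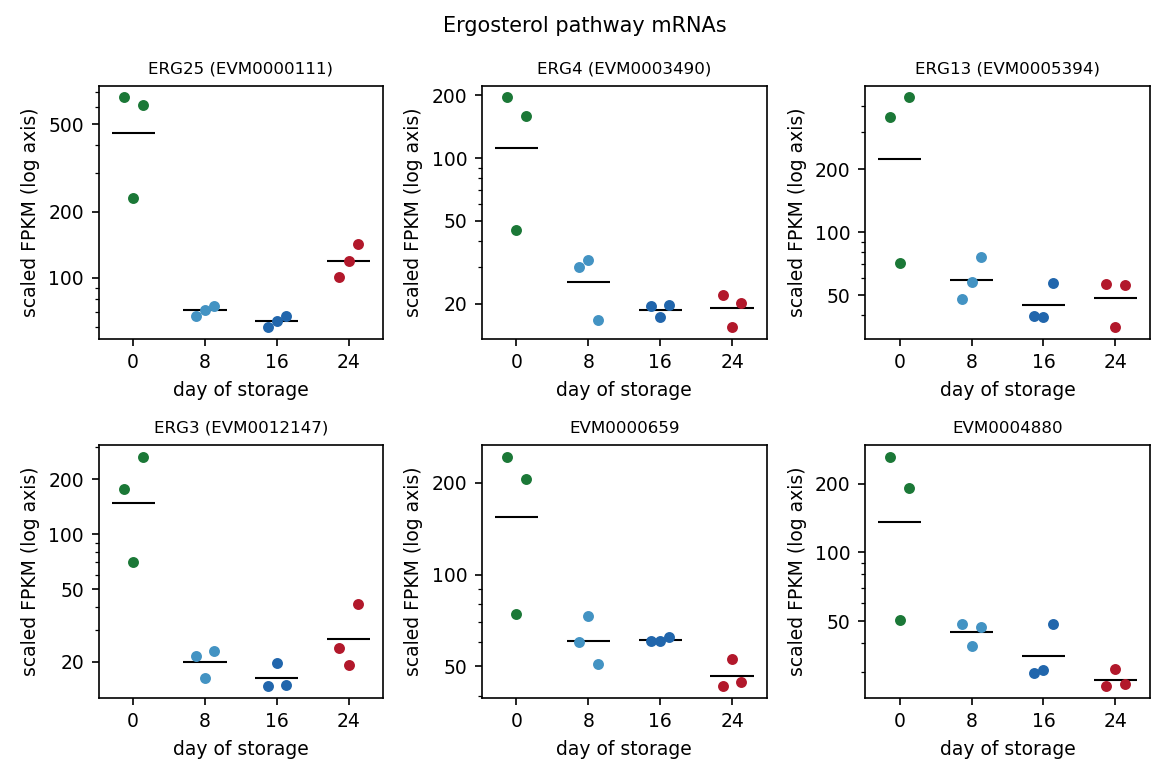
Scaled FPKM, on a log axis, of 6 mRNAs of ergosterol synthesis by day of storage. Points are libraries, 3 per day, and horizontal lines are geometric means. ERG25 lies at 231 to 661 on day 0 and at 59.7 to 142 in the stored libraries.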

In this study, 6 genes (EVM0000111, EVM0000659, EVM0003490, EVM0004880, EVM0005394, EVM0012147) encoding the ergosterol specific enzymes of the ERG pathway were all significantly down-regulated, 4 (EVM0000111, EVM0003490, EVM0005394, EVM0012147) of which could be regulated by lncRNAs (Table 2). This suggested that these lncRNAs might play a role in the ERG pathway by targeting ERG25, ERG4, ERG13 and ERG3 during postharvest fruiting body of *S. latifolia* senescence.

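Of the lncRNAs that Table 2 lists for these 4 genes, most fell on days 8 and 16 and fewer on day 24. All but 1 were listed for a positive correlation with the falling genes over these libraries, so their direction was set by that choice. By limma, 28 of the 29 listed for ERG25 fell on day 8, 29 on day 16 and 17 on day 24, and 27, 28 and 16 of the 28 listed for ERG4 did. Of the 16 for ERG13, 15, 16 and 10 fell, and of the 12 for ERG3, 11, 12 and 7. No lncRNA of these lists rose, and many stand in several of them. XLOC_002302, the cis lncRNA of ERG13, had a scaled FPKM of 798 ± 811 on day 0, 112 ± 55.5 on day 8, 166 ± 31.1 on day 16 and 56.1 ± 9.22 on day 24 (mean ± SD, n = 3 each), with log2 fold changes of -2.49, -1.78 and -3.33 (standard error 0.588; limma adjusted p 0.00416, 0.0233 and 0.00459). Over the 9 stored libraries, 2 of the 29 trans pairs of ERG25 reached an r of 0.85 and none of those of ERG4, ERG13 or ERG3 did. After group means were removed, 8 did for ERG25, 15 for ERG4, 2 for ERG13 and 1 for ERG3. Those counts rest mostly on the fresh libraries. There the SD was 78.4 for ERG4 against 1.33 to 8.49 in storage, and 98.1 for ERG3 against 2.81 to 11.9. The day 16 call of XLOC_002302 was lost without group A replicate 1 (log2 fold change -0.98, adjusted p = 0.0847), group C replicate 1 (adjusted p = 0.055) or group C replicate 3 (0.0712). From the fall of the ergosterol genes and their pairs in Table 2, the paper proposes that these lncRNAs might have a role in the ERG pathway through ERG25, ERG4, ERG13 and ERG3.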

In summary, we reported the first lncRNAs expression profiles of *S. latifolia* and found that lncRNAs might influence the aging process by affecting target genes. Through analyzing the function of lncRNA target genes, some target genes corresponding to pathways played important roles in *S. latifolia* response to aging stress. The pathway categories mainly included carbon and energy metabolism, response to abiotic stimulus (temperature, oxidative stress and osmotic stress), amino acid biosynthesis and metabolism, and protein synthesis and transcription. We also comprehensively analyzed the DE-lncRNA-mRNA co-expression networks in response to aging stress. All these findings provide novel insights into the better understanding of lncRNAs regulatory role in the postharvest senescence of *S. latifolia* packed with OPP film during 4 ℃ storage, and could also provide useful information for improving preservation method of *S. latifolia.*

## Materials and methods

### Experimental sample

The fresh fruiting bodies of *S. latifolia* (strain, Minxiu No.1) were harvested from Fujian TIANYI Mushrooms Co., Ltd., China, and transported to the laboratory within 2 h under refrigerated conditions after picking. Then, they (50 ± 5 g) were screened for uniform color and absence of mechanical damage, packaged in oriented polypropylene (OPP) film (25 μm thickness, size 20 cm × 18 cm). After that, they were randomly divided into four groups and stored at 4 ℃ for 24 d (Group A: 0 day; Group B: 8 days; Group C: 16 days; Group D: 24 days). Subsequently every 8 days, three replicates were frozen with liquid nitrogen and stored at − 80 ℃ for RNA analysis.

### Library preparation and RNA-sequence

Total RNA was extracted from *S. latifolia* samples using the TRIzol reagent. Then, the quantity and quality of total RNA were examined. Ribosomal RNA was removed using Epicentre Ribo-Zero™ Gold Kits (Human/Mouse/Rat/other) (Epicentre, USA). Subsequently, the sequencing libraries were generated following manufacture commendations with varied index label by NEBNext^®^ Ultra™ Directional RNA Library Prep Kit for Illumina (NEB, Ispawich, USA). The libraries were sequenced on an Illumina HiseqX platform.

### Quality control, alignment

The original sequencing data contains adapter sequences and low-quality sequences. In order to ensure the quality of data, Cutadapt (V 2.7) was used to filter the original sequences and trim the reads with low sequencing quality. Finally, high-quality clean data were gotten. Fastqc (v 0.11.8) was used for data statistics.

HISAT2 (v 2.1.0) was used to align clean reads to the reference sequence (https://www.ncbi.nlm.nih.gov/genome/62827?genome_assembly_id=1624781). RSeQC (V 3.0.1) was used to evaluate the quality of the comparison results of sequencing, which mainly included sequencing saturation, gene coverage and the distribution of reads in different regions of the reference genome.

### Transcriptome assembly and lncRNAs identification

To find previous unannotated transcription information and discover new transcripts and new genes, we used StringTie to assemble the mapped reads and compared them with previous genome annotation (provided by Yang Chi)^4^. Then we adapted three steps of screen and filtration to identify lncRNAs from new transcripts: (1) transcripts those with lengths were > 200 nt, exons > 2 and ORF length < 300 nt were retained; (2) compared with *S. latifolia* annotation file and retained transcripts whose class_code was i, j, u, o, x. (3) three software programs, CPAT, CNCI, and PLEK were used to assess the protein-coding potential and removed all transcripts with known protein-coding capability. After the above screening, the last retaining transcripts were considered as lncRNAs^52^.

### Quantitation of gene expression levels and differential gene expression analysis

StringTie (v 1.3.3b) was used to evaluate the expression levels of mRNA and lncRNA, respectively. StringTie calculated the FPKM value of each gene/transcript in the sample according to the comparison results of Hisat2 software. Gene differential expression analysis were assayed by DESeq2 (R package V 1.24.0). Differential gene screening mainly refers to the factor of difference (Fold change value) and FDR value (padj value, Pvalue value after correction) as related indicators. The differential gene with |log2 Fold change|≥ 1 and FDR < 0.05 was selected as the significant difference gene^31^.

### Target gene prediction

LncRNAs do not encode protein and are mainly achieved by acting on protein-coding genes by cis or trans. Therefore, cis and trans target analysis were performed, respectively. Functions of the differentially expressed LncRNAs were indirectly predicted through the target genes. Those mRNAs within the range of 10 kb upstream and downstream of each lncRNAs were identified as cis-target genes. The cor function in R was used to analyze the expression relationship between LncRNAs and mRNAs pairs. When the value of cor ≥ 0.85, those mRNAs were identified as trans-target genes^14^. The lncRNA-mRNA interaction networks were constructed using Cytoscape (Table S1).

### GO and KEGG enrichment analyses of DE-lncRNAs target genes

For GO analyses, protein sequences of Swissport were downloaded from Uniport database (https://www.uniprot.org/); picked out the protein sequence of model species *Saccharomyces cerevisiae* for alignment and then corresponded to the GO functional annotation results in Swissport (http://www.expasy.ch/sprot/).

For KEGG analyses, compared with the protein sequences of *Saccharomyces cerevisiae* in KEGG database (http://www.genome.jp/kegg/) and mapped to the pathway results of KEGG of *Saccharomyces cerevisiae*^53,54^.

### Real-time quantitative PCR (RT-qPCR) validation

To verify gene expression, several genes were chosen for RT-qPCR. Total RNA was extracted and then the quality and concentration of RNA was measured. The first-strand cDNA was synthesized using Hifair^®^ III 1st Strand cDNA Synthesis SuperMix for qPCR (YEASEN). Gene-specific primers were designed using Primer 3 (Table S1). A SYBR Green^®^ real-time PCR assay (YEASEN) was used for examining the gene expression levels and GAPDH was used as the internal control of *S. latifolia*. Relative gene expression levels were analyzed using the 2^−△△CT^ method^33^.

### Supplementary Information

Supplementary Table S1.

## Data Availability

The data of RNA-seq in this study has been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession number GSE226806.

# Supplementary material for: Long non-coding RNAs and their potential function in response to postharvest senescence of Sparassis latifolia during cold storage
**Source:** Sci Rep. 2024 Jan 7;14:747. doi: 10.1038/s41598-023-46744-2
**Supplement:** Supplementary file 1 — Supplementary Table S1.

Long non-coding RNAs and their potential function in response to postharvest senescence of *Sparassis latifolia* during cold storage

Mengting Weng^{1,2}, Di Zhang^{1,2}, Hongyu Wang^{1,2}, Chi Yang^{1,2}, Hongyi Lin^{1,2}, Yanfang Pan^{3,*}, Yanquan Lin^{1,2,*}

Supplementary Table 1

13 Genes in *Sparassis latifolia* Used for qRT-PCR Analysis

Gene	Primer sequence (5'-3')
GAPDH	F: TCATTACCGCACCTCTTCC<br>R: CCACCACGCCAGTCTTTATG
XLOC_002934	F:CTGGTCGGAAACCAAGGTGA<br>R:AAAAGAATCTCGGCCGTCGT
XLOC_003506	F:GCGATCACGAAACTCGAAGC<br>R:TTCCGGCGAATGTATCGGAG
XLOC_004061	F:CGTACCACCCAGCTTGACTT<br>R:GGGGTATGGCAGAGCAACTT
XLOC_011327	F:GGGTCGTCATCCTCGTTAGC<br>R:TGGGCTGCGGGATATTGTTT
XLOC_008354	F:ACCACCACATTCACATCGCT<br>R:GTGCTCTGAGGCACTCCTAC
XLOC_002861	F:CGCCCTCCAGTGTATTGGTT<br>R:AGGGCCTTAGATGCTCCTGA
EVM0000111	F:TCCTCGGACCATTGGGGTAT<br>R:TGCATGAAATGGCTCCCACT
EVM0006666	F:CGTTATCCTCACGCGATCCA<br>R:TGGACCTGAAGAATCCGTGC
EVM0006175	F:TTCGTGCTGCATTCCGATCT<br>R:TCCCACTCCTGAGTTCGCTA
EVM0001829	F:TACCAGCAACCCGTCAACTC<br>R:CGTGTTTGTGTCGGTGGTTC
EVM0005628	F:GGATCCGCAGGTATGGAAGG<br>R:CCTTGCTCACAAAGCCAACC
EVM0013078	F:GGCTTCTACCGGATCTGAGC<br>R:AAGCCAGTTGTCGTGTCGAT

How the deposited data were processed for this re-analysis (not part of the article)

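RNA was sequenced from 12 libraries of S. latifolia fruiting bodies stored at 4 ℃, 3 each from day 0, day 8, day 16 and day 24 (groups A to D). According to the methods, the authors removed ribosomal RNA, prepared strand-preserving libraries, trimmed the reads with cutadapt 2.7, checked them with FastQC 0.11.8, aligned them with HISAT2 2.1.0 and estimated FPKM with StringTie 1.3.3b. The deposited values are FPKM in a table of 13103 mRNAs and a table of 1003 lncRNAs, which the authors had normalized for transcript length and for the mapped reads of each library. Each column was mapped to its day and replicate by its name. No read counts were used here, so the DESeq2 test of the paper was not repeated, and no counting interval or detection limit can be given for a single gene. Mapped reads per library, from the clean reads and mapped share that the paper gives, are the only measure of depth. Whether the estimates used the strand of the reads is not given in the sources used here.

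FPKM was divided by a median-of-ratios factor per library, computed from the mRNAs above 0 in all 12 libraries and applied to mRNAs and lncRNAs. Genes with an FPKM of at least 1 in at least 3 libraries were kept, which left 10962 mRNAs and 1002 lncRNAs and removed 2141 mRNAs and 1 lncRNA. Differences between days were tested with limma 3.58.1 in R 4.3.3 on log2(scaled FPKM + 1), with day as a factor of 4 groups, a mean-variance trend and Benjamini-Hochberg adjustment over the genes of each class. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, the thresholds the paper states. Besides the 3 comparisons with day 0, the stored groups were compared with each other in the same fit.

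Common genes are those called in all 3 comparisons with day 0. Beside their number stand the overlap of independent lists and the calls of 20 simulations of unchanged groups against the same day 0 libraries. The lists of ergosterol mRNAs, of energy and fermentation mRNAs and of antioxidant mRNAs are those the paper names, so the study chose them on these samples. The first and the second were tested with camera, at a preset inter-gene correlation of 0.01 and at an estimated one, and with fry. Trans pairs were counted at the threshold of the methods, a correlation of at least 0.85. Pearson's r between FPKM values over the 12 libraries was used, a basis that the methods do not name. All 118 trans pairs of Table 2 reached 0.85 on it. Pairs were then counted over the 9 stored libraries, after the mean of each group was removed, and against 100 permutations of the libraries. Since groups A and D each lay apart from groups B and C, r values of single pairs are not given. Median FPKM of lncRNAs and mRNAs was compared with a two-sided exact sign-flip permutation test.

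The genes named in the text are those that the paper names outside the lncRNA lists of its Table 2, whose values in the paper had been seen, and XLOC_002302, the cis lncRNA of ERG13 there. In addition, 1 mRNA and 1 lncRNA that rose and 1 of each that fell were taken by a rule: the largest and smallest mean log2 fold change over the 3 comparisons, among genes called in all 3 in the same direction, with all 9 stored libraries on one side of the 3 day 0 libraries and a mean FPKM of at least 10. XLOC_000109, XLOC_000570, XLOC_006755, XLOC_012387, EVM0011031 and EVM0012645 lay outside these rules and were named after their values were seen. Of the gene identifiers, 0 matched the reference table of locus tags, so product names are only those the paper gives. Lists by product name, GO and KEGG enrichment and cis targets by genomic distance were not analysed here. The design, the named genes and the alternatives were fixed before the data were examined, apart from those said to be chosen later.

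The alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, no scaling, quantile normalization, factors from the lncRNAs, a fit of only the 2 groups compared, the replicate number as a block and each library left out in turn. For the pairs they were log2 values, Spearman's rho and other sets of mRNAs, and for the levels the filter and the mean of log2(FPKM + 1). The procedure was tested on simulated values for day 8 against day 0. Among 10962 simulated mRNAs, 43 of 50 with a log2 change of 1.5 were called, 45 of 50 at 2, 48 of 50 at 3 and 37 of 50 at -1.5, with 5 of 10762 unchanged ones. Among 1002 simulated lncRNAs the numbers were 26, 42, 46 and 32 of 50, with 7 of 802 unchanged ones. Changes were placed only in genes above a set day 0 level, with independent noise, so these numbers do not cover genes of low FPKM. The simulated lncRNAs were scaled with factors of their own, so the mRNA factors used for the real lncRNAs were not tested there. Their unchanged members had a median estimate of -0.127, against -0.00418 for the simulated mRNAs. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.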

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

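The tests of read quality and of the uniquely mapped share in this part were chosen only after the results were seen, while the comparisons between stored groups and the regroupings of libraries were planned. Group D differed from group B in 2590 mRNAs and 368 lncRNAs and from group C in 2035 mRNAs and 268 lncRNAs by limma, a test of the difference between storage times that the paper does not report. XLOC_003962 differed between day 24 and day 8 by 3.60 and between day 24 and day 16 by 3.33 on the log2 scale, and XLOC_008798 by 3.20 and 3.64. The mRNA EVM0007363, which the paper does not discuss, had log2 fold changes against day 0 of 8.36, 10.40 and 9.16 on days 8, 16 and 24.

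On component 1 of the mRNAs, groups B and C lay together, apart from groups A and D. The share of uniquely mapped reads in Table 1 was 83.3% to 85.38% in group A and 82.15% to 82.53% in group C, against 56.21% to 64.81% in group B, yet 3436 mRNAs were called between groups A and C by limma, which argues against that share as the source of the grouping. Read error rates in Table 1 were 0.0251 to 0.0261 in groups B and C and 0.0266 to 0.0271 in groups A and D. A difference between sequencing runs that follows read quality would leave few changes between groups A and D. Yet 763 mRNAs, 98.2% of the common ones, changed in the same direction in all 3 comparisons. A difference of that kind does not account for those. The 3 comparisons share the libraries of group A, which favours the same direction, and a run difference that does not follow read quality was not tested. For the genes changed on days 8 and 16 and back on day 24, read quality and day of storage cannot be told apart, since 0 of the 6 libraries of groups B and C reached the error rate of a library of group A or D. Day of storage stays open as the biological explanation.

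Each comparison of 3 with 3 libraries allows 10 splits, too few for a share under 0.05. In the mRNA comparisons the real split called the most genes in 1 of 10 splits, itself, for day 8 (3339, against 64 in the highest other split), day 16 (3436, against 1), day 24 (1475, against 2), day 24 with day 8 (2590, against 0) and day 24 with day 16 (2035, against 0). Between day 16 and day 8 the real split called 0 mRNAs, so 10 of 10 splits called as many, and the highest other called 1. For lncRNAs the values were 499 against 0, 471 against 1 and 103 against 3 for days 8, 16 and 24, then 4 against 1, 368 against 0 and 268 against 1 for day 16 with day 8, day 24 with day 8 and day 24 with day 16. The median of the ergosterol list was -2.00 against -1.56 in the split farthest from 0, -2.41 against -1.71 and -2.23 against -1.70, and that of the energy and fermentation list 3.16 against 1.75, 3.13 against 2.12 and 2.21 against 1.49. The study chose both lists on these samples, which favours the real split. These medians are therefore not independent evidence.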

How the results depend on the processing

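The alternative that leaves out both day 0 replicate 2 and day 24 replicate 3 was chosen only after the data were seen, and all others were planned. A pseudocount of 0.1, no filter, a mean FPKM of at least 5, no scaling, factors from the lncRNAs, only the 2 groups compared and the replicate block left every count of genes and each list median within 1.5 times its value. With quantile normalization, 1 mRNA was called between days 16 and 8 (0 otherwise), 222 lncRNAs on day 24 (103), 113 common lncRNAs (52) and 58 Table 2 lncRNAs on day 24 (38), and XLOC_008798 on day 8 turned to 0.483627. Quantile normalization also turned the lncRNA calls to 206 up and 168 down on day 8 (169 and 330 otherwise), 204 and 166 on day 16 (168 and 303), 128 and 140 for day 24 with day 8 (232 and 136) and 106 and 109 for day 24 with day 16 (166 and 102), and moved the lncRNA median on day 8 from -0.40 to 0.04 and on day 16 from -0.33 to 0.00376. Factors from the lncRNAs gave 200 and 71 for day 24 with day 16 and medians of -0.54 and -0.46 on days 8 and 16. With a mean FPKM of at least 5, mRNAs on day 16 numbered 1532 up and 1476 down. Without both libraries there were 1237 common mRNAs (777), 225 lncRNAs on day 24, 2 lncRNAs between days 16 and 8 (4) and 174 common lncRNAs. Table 2 pairs numbered 64 with log2 values and 27 with Spearman's rho (118), and trans pairs 7733 with Spearman's rho and 6360 over only the common mRNAs (15616). Quantile normalization gives all libraries the same distribution within each class of RNA. Its medians near 0 and evened splits are therefore largely set by the method. The cause of the other changes was not tested.

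When each library was left out in turn, mRNAs between days 16 and 8 ranged from 0 to 28 (without day 8 replicate 3), common mRNAs from 578 (without day 0 replicate 1) to 1204 (without day 0 replicate 2), lncRNAs on day 24 from 44 (without day 24 replicate 1) to 224 (without day 24 replicate 3), lncRNAs between days 16 and 8 from 2 to 11, common lncRNAs from 24 to 162 (without the same day 24 replicates), antioxidant genes on day 24 from 1 to 2, and Table 2 lncRNAs on day 24 from 15 (without day 24 replicate 1) to 52 (without day 8 replicate 3). Of the named genes, 665 values kept their call and direction under other settings, 5 were newly called, 13 lost their call and 1 turned. With libraries left out, 1079 kept it, 6 were newly called, 31 lost it and none turned. Whether the replicate numbers pair the libraries was not settled. Deviations were correlated above 0.1 in 4 of 18 same-numbered pairs, and 7 of 12 libraries went best with their own number. The highest r of a same-numbered pair was 0.351 for mRNAs and 0.388 for lncRNAs, against 0.341 and 0.170 for other pairs. With the replicate block 3332, 3442 and 1438 mRNAs and 493, 460 and 105 lncRNAs were called on days 8, 16 and 24. The depth behind single values is unknown, so low FPKM values carry an error that cannot be stated.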

Differences from the paper's values

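The paper reports 162 DE-lncRNAs in group D, and 103 were called here with limma at the same thresholds. Of the alternatives set before the data were examined, quantile normalization (222), factors from the lncRNAs (111) and leaving out day 0 replicate 2 (112), day 8 replicate 3 (154) or day 24 replicate 3 (224) came within 1.5 times of the paper's number. The others did not, among them a pseudocount of 0.1 (80), a mean FPKM of at least 5 (106), no scaling (101), only the 2 groups compared (84) and the replicate block (105). Of these, the paper's Fig. 2A shows about 80 down-regulated, read by eye, against 47 here. Quantile normalization (94) and leaving out day 0 replicate 2 (54) or day 8 replicate 3 (69) came within 1.5 times of it, and the others did not, among them the replicate block (50) and leaving out day 24 replicate 3 (147).

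The paper reports 82 common DE-lncRNAs, and 52 were found here. Quantile normalization (113), factors from the lncRNAs (57), the replicate block (58) and leaving out day 0 replicate 2 (66) or day 8 replicate 3 (67) came within 1.5 times of it. The others did not, among them a pseudocount of 0.1 (40), only the 2 groups compared (39) and leaving out day 24 replicate 3 (162).

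The paper states that GST2 (EVM0000573) was up-regulated in storage, and here its log2 fold changes were -3.98, -3.79 and -2.97, a fall under every alternative run. CAT, the other antioxidant gene, rose here as in the paper. XLOC_003962 and XLOC_008798 are given as up-regulated in group D, and here their log2 fold changes on day 24 were 1.07 (limma adjusted p = 0.0907) and 1.39 (limma adjusted p = 0.121), so neither was called. XLOC_003962 was called without day 8 replicate 2 (adjusted p = 0.0409 from limma), and XLOC_008798 with quantile normalization (adjusted p = 0.00637 from limma). The paper has 1 mRNA that rose on days 8 and 16 and fell on day 24, and here there were 2.

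Of the 12 genes tested by RT-qPCR, 10, 11 and 11 were called on days 8, 16 and 24 in the direction of Fig. 6. The paper describes the chosen genes as DE in these libraries, so their calls are not independent evidence. Not called were XLOC_002861 on day 8 (1.25, adjusted p = 0.093 from limma), XLOC_008354 on day 8 (1.07, adjusted p = 0.116 from limma) and day 16 (1.29, adjusted p = 0.0643 from limma) and XLOC_011327 on day 24 (0.90, adjusted p = 0.0359 from limma). Quantile normalization called XLOC_002861 on day 8. XLOC_008354 was called on day 8 without day 8 replicate 2 (1.56), while without day 8 replicate 3 its change was 0.31, and that of XLOC_002861 0.63. On day 16 XLOC_008354 was called without day 8 replicate 2 or 3, with quantile normalization, with only the 2 groups compared and with the replicate block. XLOC_011327 was called on day 24 without day 0 replicate 3 or day 24 replicate 3. Fig. 6 shows XLOC_004061 and EVM0001829 highest on day 24, while their mean scaled FPKM was highest on day 16, at 1501 and 106, against 351 and 42.7 on day 24. The paper describes more highly expressed lncRNAs than mRNAs, which holds here for the share at an FPKM of at least 100 (19.1% to 27.4% against 9.31% to 12.6%) and not for the number (192 to 275 against 1220 to 1654).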

Other observations

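The tests in this part were chosen only after the results were seen, apart from that of an even background. Many genes that changed on days 8 and 16 were not called on day 24. By limma, 2075 mRNAs were called in the same direction on days 8 and 16 and not on day 24, and 1136 of these also differed between day 24 and each of days 8 and 16, of which 552 had risen and 584 had fallen. Among lncRNAs the numbers were 349 and 161, of which 60 had risen and 101 had fallen. A gene not called on day 24 is not shown to be back at its fresh level. EVM0000097, the mRNA with the largest fall, shows part of such a return, with -6.33 on day 8, -6.24 on day 16 and -4.27 on day 24 against day 0. PDC came down on day 24 as well, whereas ADH1, the enzyme after it in ethanol fermentation, did not, and the difference between the courses of the pair was not tested.

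A set of 1860 mRNAs and 88 lncRNAs was listed at 0 in every library of groups B and C but mostly above 0 in group A and in replicate 3 of group D, and in the latter the median FPKM was 0.430 for the mRNAs and 13.3 for the lncRNAs. Sequencing depth is argued against, since 6 of the 6 libraries of groups B and C had more mapped reads and more mRNAs at 0 than that replicate. Of the fresh libraries, only group A replicate 3 needed a share of fresh material under 1. Material like it would place replicate 3 of group D at 0.893 of the way from the other day 24 libraries to it by the mRNAs of the set. By the lncRNAs of the set the place would be 0.674. Outside the set, the median position of replicate 3 of group D was 0.06688 over 1201 mRNAs (interquartile range -0.0377 to 0.246). Over 146 lncRNAs it was 0.389844 (interquartile range 0.0997 to 0.589). A mixture would bring both classes together, so the mRNA position argues against material like group A replicate 3. The lncRNAs did lie part of the way to it, and the cause of that was not tested. Fresh material richer in the set would need a smaller share and was not tested. Between replicate 3 of group D and group A replicate 3, Spearman's rho was 0.784001 across the mRNAs of the set, which are not independent replicates. This argues against an even background, at 1 level for all genes. A background that differs between genes, alike in each library, would give such a rho too and stays open. Day of storage alone does not account for it either, with 85.7527% of the mRNAs above 0 in replicate 3 against 22.8% and 5.97% in the other two, and a difference in how the libraries were assembled or estimated was not tested.

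Replicate 2 of group A lay between the other fresh libraries and the stored ones. Admixed RNA from a stored fruiting body would move fallen and risen mRNAs by the same share, and the median shares were 0.445 for 1805 fallen mRNAs (interquartile range 0.120 to 0.748) and 0.120 for 1492 risen mRNAs (interquartile range -0.00618 to 0.373). They differ by 0.324301 but the ranges overlap, so a mixture stays open. Depth and read error rate are argued against, as the replicate stood outside the other two in 0 of these 2 measures, and its lower mapped share (88.61% against 90.09% and 90.25%) is argued against as the whole source, since ranges of 5.87 and 13.75 percentage points in that share within groups B and D went with ranges of 7.4076 and 3.20 on component 1 of the mRNAs, against 19.1 between this replicate and the nearest other fresh library. A difference between fruiting bodies at harvest also stays open, which was not tested.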
